# Splicing factor SRSF1 is essential for homing of precursor spermatogonial stem cells in mice

**DOI:** 10.7554/eLife.89316

**Published:** 2024-01-25

**Authors:** Longjie Sun, Zheng Lv, Xuexue Chen, Rong Ye, Shuang Tian, Chaofan Wang, Xiaomei Xie, Lu Yan, Xiaohong Yao, Yujing Shao, Sheng Cui, Juan Chen, Jiali Liu

**Keywords:** SRSF1, alternative splicing, Sertoli cell-only syndrome, infertility, precursor spermatogonial stem cells, homing of precursor SSCs, Mouse

## Abstract

Spermatogonial stem cells (SSCs) are essential for continuous spermatogenesis and male fertility. The underlying mechanisms of alternative splicing (AS) in mouse SSCs are still largely unclear. We demonstrated that SRSF1 is essential for gene expression and splicing in mouse SSCs. Crosslinking immunoprecipitation and sequencing data revealed that spermatogonia-related genes (e.g. *Plzf*, *Id4*, *Setdb1, Stra8*, *Tial1*/*Tiar*, *Bcas2*, *Ddx5*, *Srsf10*, *Uhrf1*, and *Bud31*) were bound by SRSF1 in the mouse testes. Specific deletion of *Srsf1* in mouse germ cells impairs homing of precursor SSCs leading to male infertility. Whole-mount staining data showed the absence of germ cells in the testes of adult conditional knockout (cKO) mice, which indicates Sertoli cell-only syndrome in cKO mice. The expression of spermatogonia-related genes (e.g. *Gfra1*, *Pou5f1*, *Plzf*, *Dnd1*, *Stra8*, and *Taf4b*) was significantly reduced in the testes of cKO mice. Moreover, multiomics analysis suggests that SRSF1 may affect survival of spermatogonia by directly binding and regulating *Tial1*/*Tiar* expression through AS. In addition, immunoprecipitation mass spectrometry and co-immunoprecipitation data showed that SRSF1 interacts with RNA splicing-related proteins (e.g. SART1, RBM15, and SRSF10). Collectively, our data reveal the critical role of SRSF1 in spermatogonia survival, which may provide a framework to elucidate the molecular mechanisms of the posttranscriptional network underlying homing of precursor SSCs.

## Introduction

Sertoli cell-only syndrome (SCOS), also known as del Castillo syndrome or germ cell aplasia, is one of the most common causes of severe non-obstructive azoospermia (NOA) (Wang et al., 2023). SCOS is the presence of only Sertoli cells in the testicular tubules of the testes, with no germ cells present (Juul et al., 2014; Wang et al., 2023). It is well known that abnormal self-renewal and differentiation of spermatogonial stem cells (SSCs) lead to SCOS (Kanatsu-Shinohara and Shinohara, 2013; La and Hobbs, 2019). In mice, gonocytes begin homing at 0–3 days postpartum (dpp) and then develop into SSCs at 4–6 dpp for continuous self-renewal and differentiation (Lee and Shinohara, 2011; McLean et al., 2003; Tan and Wilkinson, 2020). The mechanisms regulating homing of precursor SSCs are hence crucial for forming SSC pools and establishing niches (Oatley and Brinster, 2012). Spermatogonia migrate to form two distinct subtypes in mice. The first subtype develops into precursor SSCs that provide an SSC population for adult spermatogenesis, whereas the second subtype transitions directly to differentiated spermatogonia that contribute to the first round of spermatogenesis but do not self-renew (Kluin and de Rooij, 1981; Law et al., 2019). Therefore, homing of precursor SSCs to establish niches is essential for SSC self-renewal and differentiation.

Many transcription factors (e.g. FOXO1, PLZF, POU5F1, TAF4B, CHD4, BCL6B, BRACHYURY, ETV5, ID4, LHX1, POU3F1, DMRT1, NGN3, SOHLH1, SOHLH2, SOX3, and STAT3) promote SSC self-renewal and differentiation (Cafe et al., 2021; Song and Wilkinson, 2014). However, the molecular mechanisms of the posttranscriptional network underlying homing of precursor SSCs are not sufficiently clear. Previous studies have identified the key RNA-binding proteins DND1 and DDX5 in SSCs with a unique and dominant role in posttranscriptional regulation (Legrand et al., 2019; Yamaji et al., 2017). Surprisingly, recent studies have found that the RNA-binding proteins SRSF10, UHRF1, BUD31, and BCAS2 regulate alternative splicing (AS) in mouse spermatogonia (Liu et al., 2022; Liu et al., 2017; Qin et al., 2023; Zhou et al., 2022). It is well known that testes are rich in AS events (Mazin et al., 2021; Venables, 2002). Thus, understanding the mechanisms of AS in human reproduction can provide new insights into clinical diagnosis. However, the underlying mechanisms of how AS functions in homing of precursor SSCs are still largely unclear.

Serine/arginine-rich splicing factor 1 (SRSF1, previously SF2/ASF) is a widely studied and important splicing factor involved in cancer progression, heart development, and thymus development (Du et al., 2021; Katsuyama et al., 2019; Katsuyama and Moulton, 2021; Liu et al., 2021; Lv et al., 2021; Qi et al., 2021; Xu et al., 2005). Our previous work has shown that SRSF1 deficiency impairs primordial follicle formation during meiotic prophase I and leads to primary ovarian insufficiency (Sun et al., 2023b). However, the underlying mechanisms by which SRSF1 regulates pre-mRNA splicing in mouse SSCs remain unknown. A mouse model with *Srsf1* conditional deletion can effectively address this uncertainty. This study showed that specific deletion of *Srsf1* in mouse germ cells leads to NOA by impairing homing of mouse precursor SSCs. We further verified that SRSF1 directly binds and regulates *Tial1*/*Tiar* expression via AS, which may be critical for homing of mouse precursor SSCs.

## Results

### SRSF1 may have a vital role in posttranscriptional regulation in the testes

To investigate the role of SRSF1 in spermatogenesis, the dynamic localisation of SRSF1 in the testis was evaluated. Fascinatingly, the results of SRSF1 and γH2AX co-staining revealed that SRSF1 was expressed during spermatogenesis (Figure 1A and Figure 1—figure supplement 1). RT-qPCR and western blotting results showed that the expression of SRSF1 fluctuated during the developmental stages of the testes (Figure 1B and C). Concurrently, the results of SRSF1 and PLZF co-staining revealed that SRSF1 was highly expressed in the nuclei of spermatogonia (Figure 1D). To further explore the function of SRSF1 in regulating SSC self-renewal and differentiation, crosslinking immunoprecipitation and sequencing (CLIP-seq) was performed in adult mouse testes (Sun et al., 2023a). Gene Ontology (GO) enrichment analyses of the SRSF1 peak-containing genes revealed that spermatogenesis-related genes were regulated by SRSF1 (Figure 2A and Supplementary file 1). In combination with previous studies, we found that spermatogonia-related genes (e.g. *Plzf*, *Id4*, *Setdb1, Stra8*, *Tial1*/*Tiar*, *Bcas2*, *Ddx5*, *Srsf10*, *Uhrf1*, and *Bud31*) were bound by SRSF1. To provide in-depth insight into the binding of spermatogonia-associated genes, the SRSF1-binding peaks of the gene transcripts were shown by using Integrative Genomics Viewer (IGV) (Figure 2B). The co-staining results showed localisation and expression of the spermatogonia-related proteins in mouse testes (Figure 2C). Together, these results suggested that SRSF1 may have a vital role in posttranscriptional regulation in the testes, particularly during spermatogonial development.

**Figure 1.**
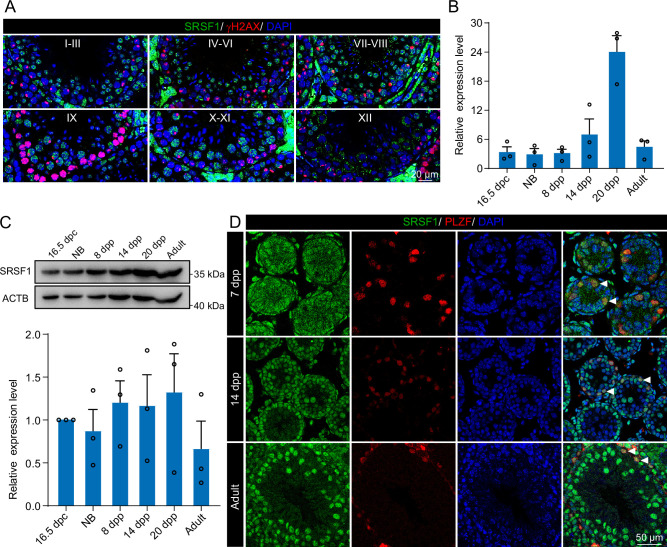
Expression and localisation of SRSF1 in the testis of mice at different developmental stages. (**A**) Dynamic localisation of SRSF1 during spermatogenesis. Co-immunostaining was performed using SRSF1 and γH2AX antibodies in adult mouse testes. DNA was stained with DAPI. Scale bar, 20 μm. (**B**) Expression of *Srsf1* in testes at different stages of development. The RT-qPCR data were normalised to *Gapdh.* N=3. (**C**) Western blotting of SRSF1 expression in testes at different stages of development. ACTB served as a loading control. The value in 16.5 days post-coitus (dpc) testes were set as 1.0, and the relative values of testes in other developmental periods are indicated. N=3. (**D**) Localisation and expression of SRSF1 in spermatogonia. Co-immunostaining was performed using PLZF and SRSF1 antibodies in 7 days postpartum (dpp), 14 dpp, and adult mouse testes. DNA was stained with DAPI. Arrowheads, spermatogonia. Scale bar, 50 μm. Figure 1—source data 1.Western blotting of SRSF1 expression in testes at different stages of development.ACTB served as a loading control.

**Figure 1—figure supplement 1.**
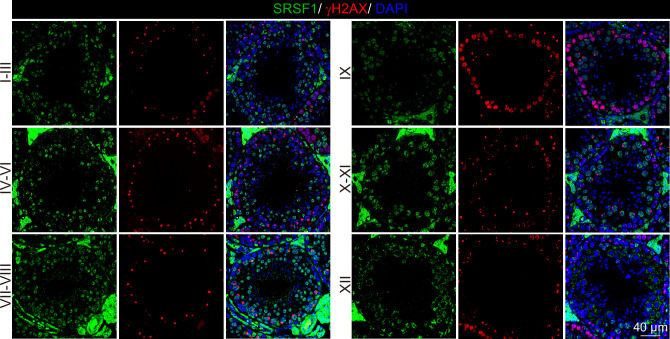
Dynamic localisation of SRSF1 during spermatogenesis. Co-immunostaining was performed using SRSF1 and γH2AX antibodies in adult mouse testes. DNA was stained with DAPI. Scale bar, 40 μm.

**Figure 2.**
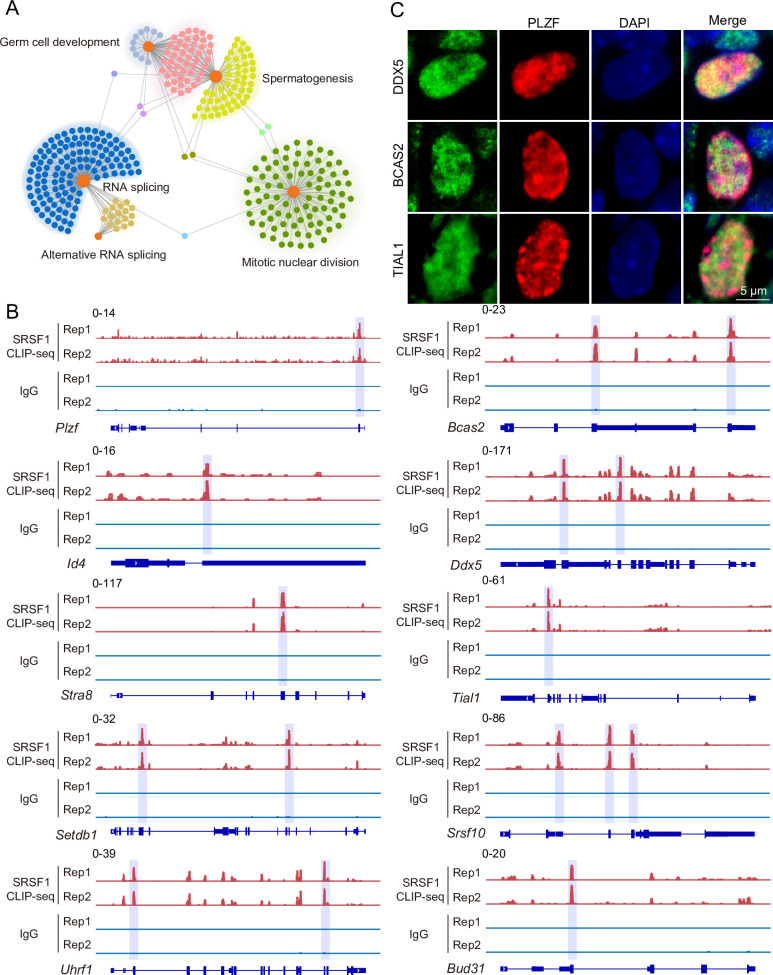
SRSF1-binding genes have an essential role in spermatogonia. (**A**) Network showing Gene Ontology (GO) enrichment analyses of SRSF1-binding genes. (**B**) Representative genome browser views of spermatogonia-related gene transcripts bound by SRSF1. Higher peaks are marked by a lavender area. (**C**) Localisation of the spermatogonia-related proteins in mouse testes. Scale bar, 5 μm.

### SRSF1 deficiency leads to SCOS

To define the specific involvement of SRSF1 in spermatogonia, we studied the physiological roles of SRSF1 in vivo using a mouse model. Considering that global *Srsf1* knockout is lethal in mice (Xu et al., 2005), we used a conditional allele of *Srsf1* (*Srsf1*^Fl^) in which exons 2, 3, and 4 of *Srsf1* are flanked by two *loxP* sites (Figure 3A). By crossing *Srsf1*^Fl^ and *Vasa*-Cre mice, we obtained *Vasa*-Cre *Srsf1*^Fl/del^ mice with *Srsf1* deletion in germ cells (Figure 3A and B). We verified the absence of the SRSF1 protein in germ cells by co-immunofluorescence analyses with SRSF1 and PLZF antibodies (Figure 3C). Subsequently, the breeding experiment indicated that conditional knockout (cKO) mice had a standard mating capacity but that the absence of *Srsf1* led to complete infertility in males (Figure 3D). Histological examination of cKO epididymides revealed that sperm could not be found in the cauda epididymis (Figure 3E). Considering the limitations of sectioning, the cauda epididymal sperm count further validated this conclusion (Figure 3F). It was clear that spermatogenesis in the testes was severely impaired. Therefore, we focused our attention on the testes. The adult cKO mice were normal in size (Figure 3G). However, the sizes of cKO mouse testes were significantly reduced (Figure 3H). Histological examination of cKO testis sections showed that no germ cells could be visualised, and only a large number of Sertoli cells were observed in the testes of cKO mice (Figure 3I). Together, these results demonstrated that SRSF1 is critical for spermatogenesis and that its absence leads to SCOS.

**Figure 3.**
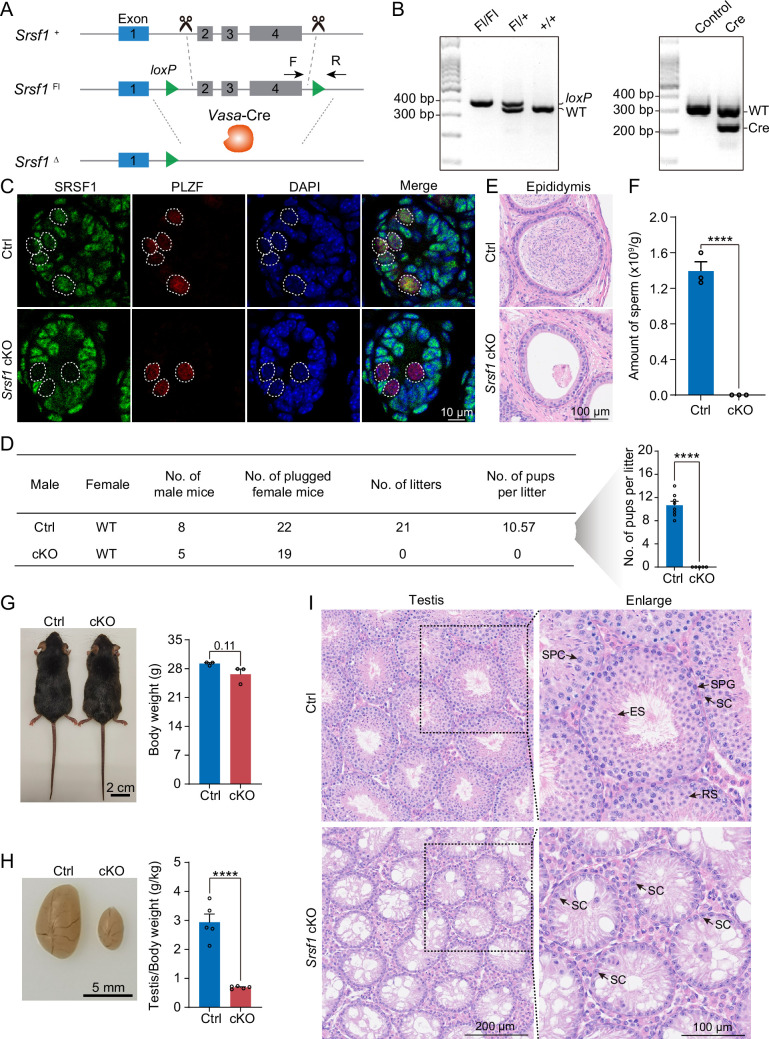
SRSF1 plays critical roles in spermatogenesis and male fertility. (**A**) *Vasa*-Cre mice were crossed with *Srsf1*^Fl/Fl^ mice to generate *Srsf1* conditional knockout (cKO) mice. Cre-mediated deletion removed exons 2, 3, and 4 of *Srsf1* and generated a null protein allele. (**B**) Genotyping PCR was performed using *Vasa*-Cre and *Srsf1* primers. (**C**) Co-immunostaining of SRSF1 and PLZF in 7 days postpartum (dpp) control (Ctrl) and cKO testis. DNA was stained with DAPI. Scale bar, 10 μm. (**D**) Fertility test results showed a male infertility phenotype in the cKO mice (N=5) compared to the Ctrl mice (N=8). The number of pups per litter was determined in the cKO (N=5) and Ctrl (N=8) mice. (**E**) Haematoxylin-eosin-stained epididymis sections from adult Ctrl and cKO mice were obtained. Scale bar, 100 μm. (**F**) Cauda epididymal sperm counting was performed. N=3. (**G**) Normal body weight in cKO mice. The body sizes and weights of adult Ctrl and cKO mice are shown as the mean ± SEM. N=3. (**H**) Testis atrophy in adult cKO mice. Testis sizes and weights/body of adult Ctrl and cKO mice are shown as the mean ± SEM. N=5. (**I**) Haematoxylin-eosin-stained testis sections from adult Ctrl and cKO mice were obtained. Scale bar, left panel: 200 μm, right panel: 100 μm. SC, Sertoli cell; SPG, spermatogonium; SPC, spermatocyte; RS, round spermatid; ES, elongated spermatid. Unpaired Student’s *t-*test determined significance; exact p value p ≥ 0.05, ****p < 0.0001. The points and error bars represent the mean ± SEM. Figure 3—source data 1.Genotyping PCR was performed using *Vasa*-Cre and *Srsf1* primers.

### Loss of SRSF1 impairs spermatogonia survival

To further confirm the absence of germ cells in the testes of cKO mice, PLZF and γH2AX co-staining was performed in adult mouse testes. These data suggested that SRSF1 deficiency impaired germ cell survival (Figure 4A). The results of VASA and TRA98 co-staining further confirmed this phenotype (Figure 4B). Considering the limitations of sectioning, we used whole-mount immunostaining to perform a comprehensive analysis and found that germ cells were indeed absent in the testes of adult cKO mice (Figure 4C). To dynamically analyse the loss of germ cells, we collected testes from 5 dpp, 7 dpp, and 14 dpp mice. Morphological results showed that the testes of 7 dpp and 14 dpp cKO mice were much smaller than those of Ctrl mice (Figure 5A). To determine the presence of germ cells in cKO testes, VASA staining was performed in 5 dpp, 7 dpp, and 14 dpp Ctrl and cKO testes. The results showed that germ cells were still present in cKO mice but were significantly reduced in 7 dpp and 14 dpp cKO testes (Figure 5B). The quantifications of germ cells per tubule showed a significant reduction in the number of 7 dpp and 14dpp cKO testes, especially 14 dpp cKO testes (Figure 5B). In addition, TUNEL results showed that apoptosis significantly increased in cKO testes (Figure 5C). These data suggested that the absence of SRSF1 causes apoptosis in a large number of spermatogonia that are unable to survive.

**Figure 4.**
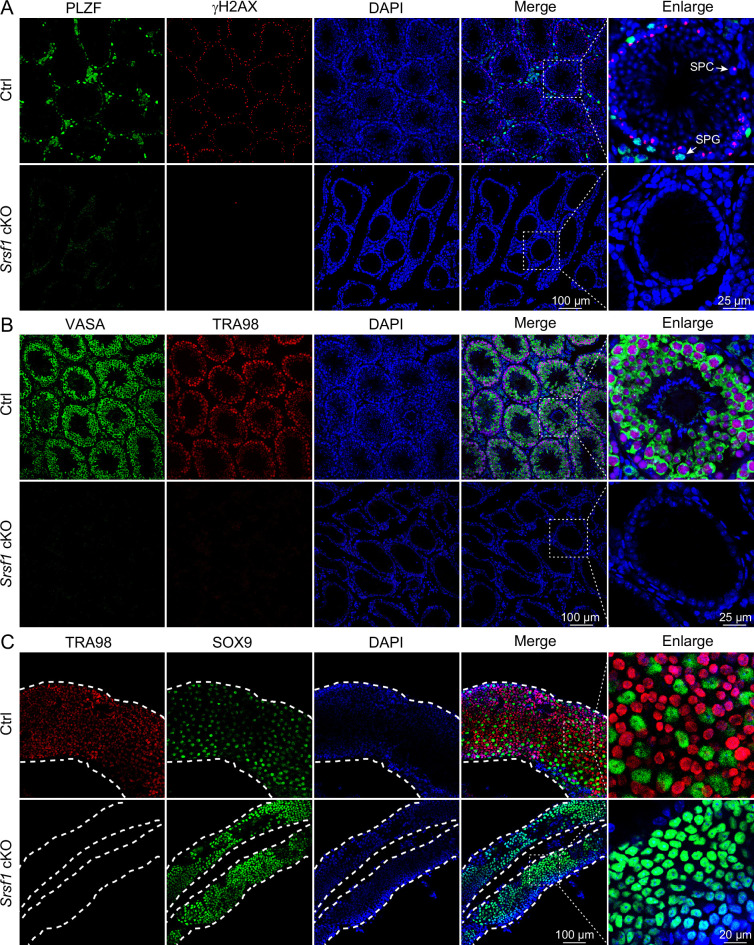
Loss of germ cells in adult conditional knockout (cKO) mouse testes. (**A**) Co-immunostaining of PLZF and γH2AX in adult control (Ctrl) and cKO testis. DNA was stained with DAPI. Scale bar, right panel: 25 μm, other panels: 100 μm. (**B**) Co-immunostaining of VASA and TRA98 in adult Ctrl and cKO testis. DNA was stained with DAPI. Scale bar, right panel: 25 μm, other panels: 100 μm. (**C**) Whole-mount co-immunostaining of TRA98 and SOX9 in adult Ctrl and cKO testis. DNA was stained with DAPI. White dashed lines, boundary of the tubule. Scale bar, right panel: 20 μm, other panels: 100 μm.

**Figure 5.**
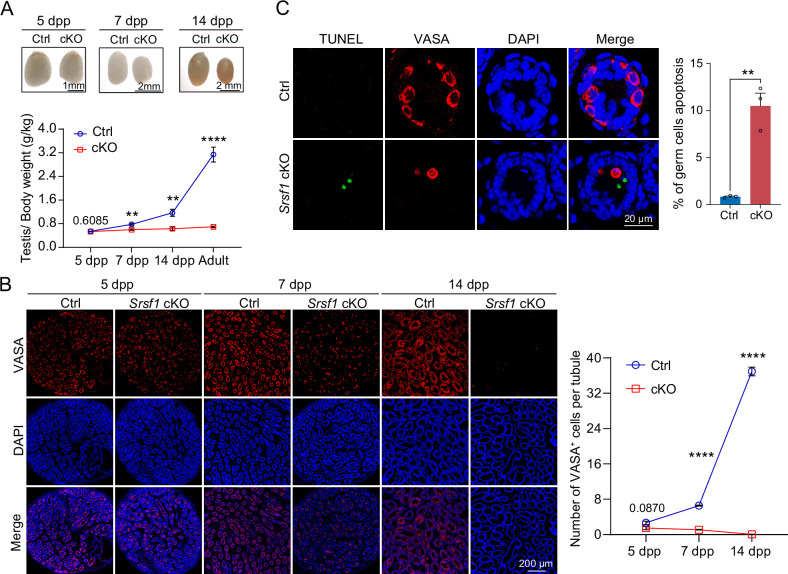
SRSF1 is required for spermatogonia survival. (**A**) Testis sizes of 5 days postpartum (dpp), 7 dpp, and 14 dpp control (Ctrl) and conditional knockout (cKO) mice are shown. The testis/body weight ratios (g/kg) of 5 dpp, 7 dpp, 14 dpp, and adult Ctrl and cKO mice are shown as the mean ± SEM. N=4. (**B**) Immunostaining of VASA in 5 dpp, 7 dpp, and 14 dpp Ctrl and cKO testis. DNA was stained with DAPI. Scale bar, 200 μm. Number of VASA-positive cells per tubule is the mean ± SEM. N=3. (**C**) TUNEL apoptosis assay was performed on sections from 7 dpp Ctrl and cKO testis. DNA was stained with DAPI. Scale bar, 20 μm. Percentage of germ cells apoptosis is the mean ± SEM. N=3. Unpaired Student’s *t*-test determined significance; exact p value p ≥ 0.05, **p < 0.01, ****p < 0.0001. The points and error bars represent the mean ± SEM.

### Loss of SRSF1 impairs homing of precursor SSCs

To further investigate the reason for the failure of spermatogonia to survive, we observed homing of precursor SSCs in the testes of mice at 5 dpp. Interestingly, the results of VASA and SOX9 co-staining showed that partial germ cells could not complete homing in 5 dpp cKO testes (Figure 6A and B). In mice, starting at 3 dpp, cytoplasmic FOXO1 in some gonocytes begins to enter the nucleus (Goertz et al., 2011). These cells further develop into prospermatogonia, which are expected to develop into SSCs (Goertz et al., 2011). Thus, immunohistochemical staining for FOXO1 was performed on 5 dpp mouse testis sections (Figure 6C). Further, germ cell statistics of FOXO1 expression in the nucleus showed a reduced number of prospermatogonia in cKO mice (Figure 6D). And germ cells in which FOXO1 is expressed in the nucleus similarly undergo abnormal homing (Figure 6E). Thus, all the above data indicated that SRSF1 has an essential role in the homing of precursor SSCs.

**Figure 6.**
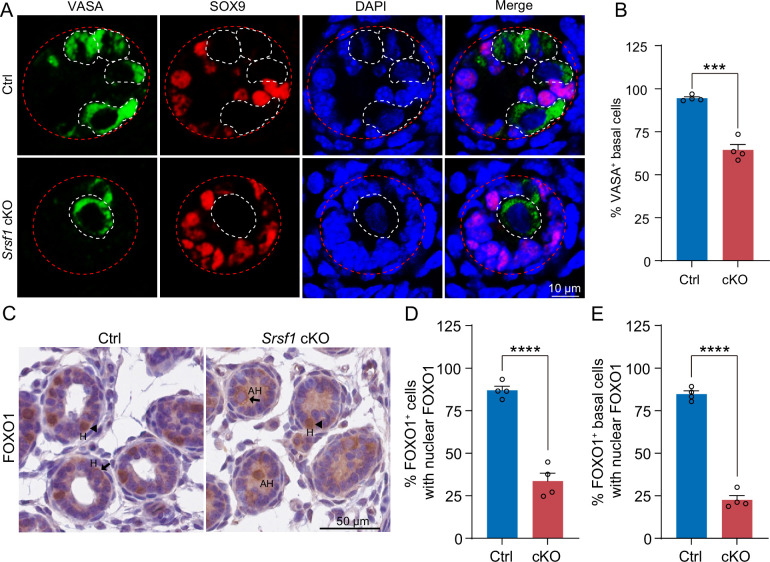
SRSF1 is required for homing of precursor spermatogonial stem cells (SSCs). (**A**) Co-immunostaining of VASA and SOX9 in 5 days postpartum (dpp) control (Ctrl) and conditional knockout (cKO) testis. DNA was stained with DAPI. Scale bar, 10 μm. Red dashed circles, tubule. White dashed circles, germ cell. (**B**) The percentage of VASA-positive basal cells is shown as the mean ± SEM. N=4. (**C**) Immunohistochemical staining of FOXO1 in 5 dpp Ctrl and cKO testis. The nuclei were stained with haematoxylin. Scale bar, 10 μm. Arrowheads, FOXO1 in the nucleus. Arrows, FOXO1 in the cytoplasm. H, homing. AH, abnormal homing. (**D**) The percentage of FOXO1-positive cells with nuclear FOXO1 is shown as the mean ± SEM. 913 Ctrl germ cells and 592 cKO germ cells were obtained from four animals. (**E**) The percentage of FOXO1-positive basal cells with nuclear FOXO1 is shown as the mean ± SEM. 913 Ctrl germ cells and 592 cKO germ cells were obtained from four animals. Unpaired Student’s *t*-test determined significance; ***p < 0.001, ****p < 0.0001. The points and error bars represent the mean ± SEM.

### SRSF1 is essential for gene expression in spermatogonia

To investigate the molecular mechanisms of SRSF1 in spermatogonia, we isolated mRNA from 5 dpp cKO and Ctrl mouse testes and performed RNA-seq (Figure 7—figure supplement 1). RNA-seq and RT-qPCR results showed a significant reduction in the expression of *Srsf1* in 5 dpp cKO mouse testes (Figure 7A). Western blotting results showed that SRSF1 expression was significantly reduced in the testes of cKO mice at 5 dpp (Figure 7B). Hence, for Ctrl and cKO samples, the confidence level of the RNA-seq data was high. The volcano map and cluster heatmap showed 715 downregulated and 258 upregulated genes identified by RNA-seq data in 5 dpp cKO mouse testes (Figure 7C and D and Supplementary file 2). These gene GO enrichment analyses indicated abnormal germ cell development and cell cycle arrest in 5 dpp cKO mouse testes (Figure 7E). Surprisingly, the heatmap showed that spermatogonia-associated gene (e.g. *Gfra1*, *Pou5f1*, *Plzf*, *Nanos3*, *Dnd1*, *Stra8*, and *Taf4b*) expression was significantly reduced in the testes of cKO mice at 5 dpp (Figure 7F). Simultaneously, the tracks of differentially expressed genes are demonstrated by using IGV (Figure 7G). Next, we validated the abnormal expression of spermatogonia-associated genes (downregulated: *Gfra1*, *Pou5f1*, *Plzf*, *Dnd1*, *Stra8*, and *Taf4b*; unchanged: *Nanos3*) by RT-qPCR (Figure 7H). Together, these data indicated that germ cell-specific deletion of *Srsf1* impairs the expression of spermatogonia-associated genes.

**Figure 7.**
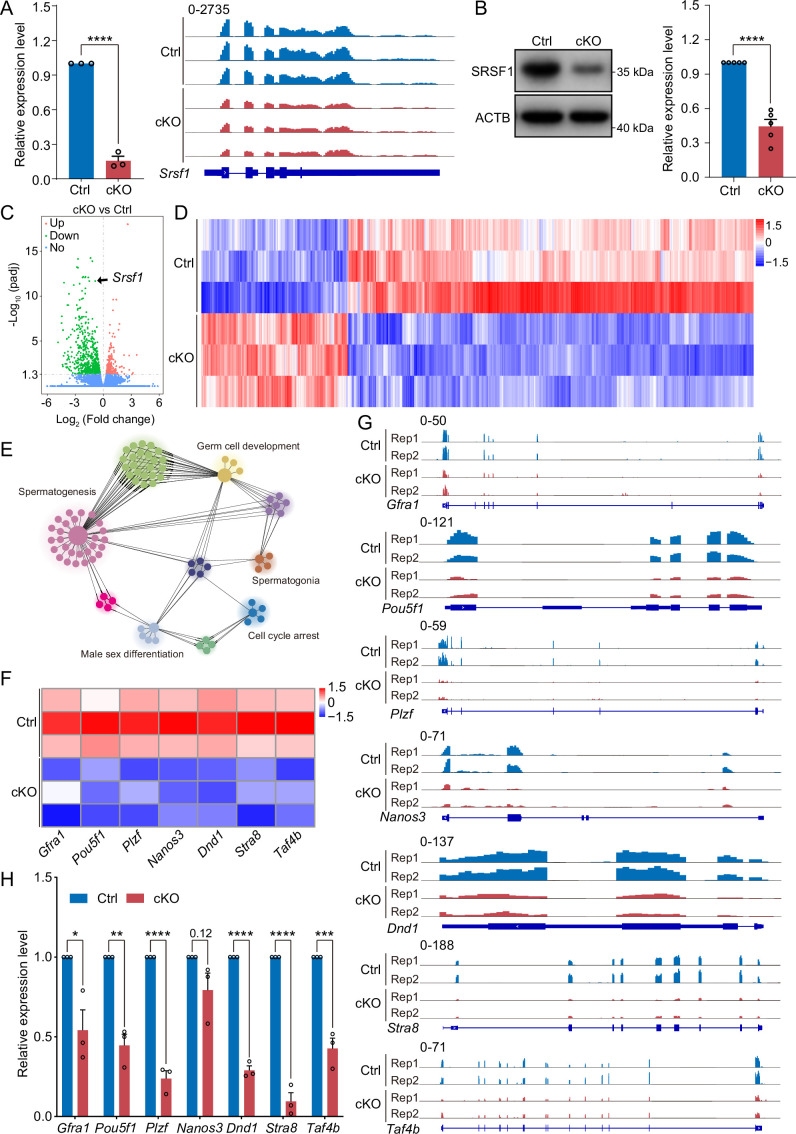
SRSF1 regulates the expression of spermatogonia-related genes. (**A**) Expression of *Srsf1* in 5 days postpartum (dpp) control (Ctrl) and conditional knockout (cKO) mouse testis. The RT-qPCR data were normalised to *Gapdh.* N=5. The expression of *Srsf1* is shown as reading coverage in 5 dpp mouse testis. (**B**) Western blotting of SRSF1 expression in 5 dpp mouse testis. ACTB served as a loading control. The value in Ctrl testes was set as 1.0, and the relative values in cKO testis are indicated. N=5. (**C**) Volcano map displaying the distribution of differentially expressed genes from RNA-seq data. The abscissa in the figure represents the gene fold change in 5 dpp cKO and Ctrl mouse testis. |log2FoldChange|≥0. The ordinate indicates the significance of gene expression differences between 5 dpp cKO and Ctrl mouse testis. padj ≤0.05. Upregulated genes are shown as red dots, and downregulated genes are shown as green dots. (**D**) Cluster heatmap of differentially expressed genes. The ordinate is the genotype, and the abscissa is the normalised FPKM (fragments per kilobase million) value of the differentially expressed gene. Red indicates a higher expression level, while blue indicates a lower expression level. (**E**) Network showing Gene Ontology (GO) enrichment analyses of differentially expressed genes. (**F**) Heatmap of spermatogonia-related gene expression. (**G**) The expression of spermatogonia-related genes is shown as read coverage. (**H**) The expression of spermatogonia-related genes in 5 dpp cKO and Ctrl mouse testis. The RT-qPCR data were normalised to *Gapdh*. The value in the Ctrl group was set as 1.0, and the relative value in the cKO group is indicated. N=3. Unpaired Student’s *t*-test determined significance; exact p value p ≥ 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. The points and error bars represent the mean ± SEM. Figure 7—source data 1.Western blotting of SRSF1 expression in 5 days postpartum (dpp) mouse testes.ACTB served as a loading control.

**Figure 7—figure supplement 1.**
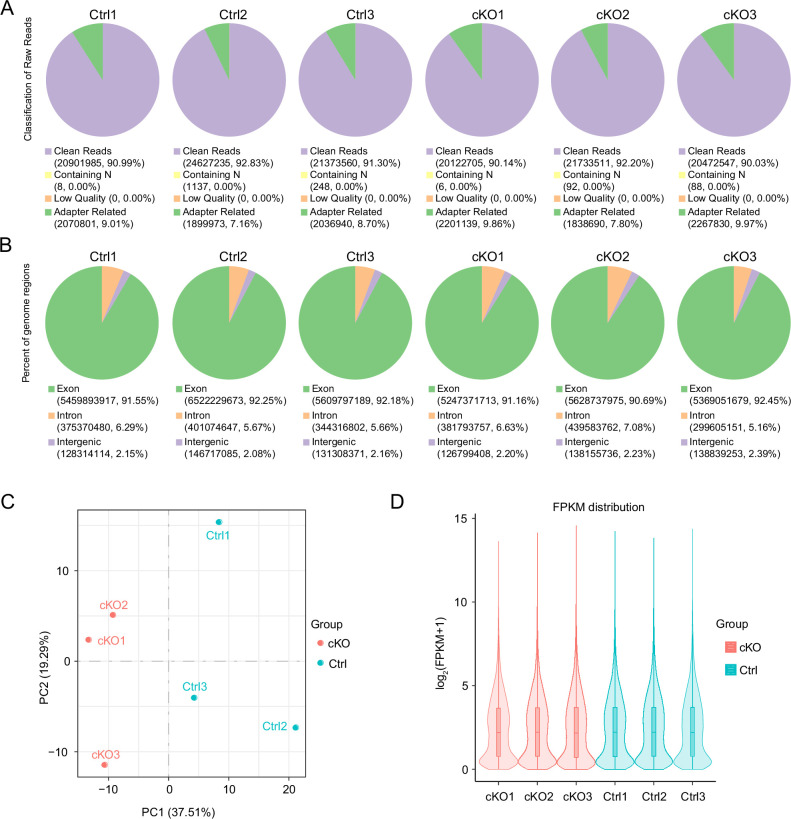
The libraries of RNA-seq are of good quality. (**A**) Filtering of sequencing data per sample. (**B**) Distribution of sequenced reads across genomic regions for all samples. (**C**) Gene expression values (fragments per kilobase million [FPKM]) of all samples were subjected to principal component analysis (PCA). (**D**) The distribution of gene expression levels of different samples is demonstrated by violin plots as shown below. The horizontal coordinate of the graph is the name of the sample, and the vertical coordinate is log_2_ (FPKM + 1).

### SRSF1 directly binds and regulates the expression and AS of *Tial1*/*Tiar*

Multiomics analyses were carried out in a subsequent study to identify the molecular mechanisms by which SRSF1 regulates spermatogonia survival. Considering that the CLIP-seq data were obtained from adult mouse testis, the set of genes bound by CLIP-seq was restricted to those expressed only in the 5 dpp mouse testis RNA-seq data. we found that 3543 of the 4824 genes bound by SRSF1 were expressed in testes at 5 dpp. Venn diagram data revealed that 9 out of 715 downregulated genes were bound by SRSF1 and underwent abnormal AS (Figure 8A). And 1 out of 258 upregulated genes was bound by SRSF1 and underwent abnormal AS (Figure 8A). Interestingly, we found that 39 unchanged genes were bound by SRSF1 and underwent abnormal AS (Figure 8A). The AS genes were subsequently investigated in 5 dpp cKO mouse testes using transcriptomic analyses. RNA-seq analyses showed that 162 AS events were significantly affected (false discovery rate [FDR] <0.05) in cKO mouse testes (Figure 8B and C and Supplementary file 3). Most of the 133 affected AS events (162) were classified as skipped exons (SEs), with 10 AS events categorised as retained introns (RIs), 13 as mutually exclusive exons (MXEs), 4 as alternative 5' splice sites (A5SSs), and 2 as alternative 3' splice sites (A3SSs) (Figure 8C). Additionally, the overall analysis of aberrant AS events showed that SRSF1 effectively inhibits the occurrence of SE and MXE events and promotes the occurrence of RI events (Figure 8C). Then, GO enrichment analyses of AS genes revealed that four genes concerning germ cell development were altered in AS forms (Figure 8D). It has been shown that *Tial1*/*Tiar* affects the survival of primordial germ cells (Beck et al., 1998). Moreover, *Tial1*/*Tiar* is 1 of 39 unchanged genes that are bound by SRSF1 and undergo abnormal AS. Thus, multiomics analyses suggested that *Tial1*/*Tiar* were posttranscriptionally regulated by SRSF1. Next, we investigated the mechanism by which SRSF1 regulates the AS of *Tial1*/*Tiar*, RT-PCR results showed that the pre-mRNA of *Tial1*/*Tiar* in 5 dpp cKO mouse testes exhibited abnormal AS (Figure 8E). We then visualised the different types of AS based on RNA-seq data by using IGV (Figure 8F and Figure 8—figure supplement 1). The results of RNA immunoprecipitation (RIP)-qPCR showed that SRSF1 could bind to the pre-mRNA of *Tial1*/*Tiar* (Figure 8G). Interestingly, RNA-seq analyses showed that the fragments per kilobase million (FPKM) of *Tial1*/*Tiar* was unchanged in 5 dpp cKO mouse testes (Figure 8H). RT-qPCR results showed that *Tial1*/*Tiar* transcript levels were not inhibited (Figure 8I). However, western blotting showed that expression levels of TIAL1/TIAR isoform X2 were significantly suppressed (Figure 8J and Figure 8—figure supplement 1). In summary, the data indicate that SRSF1 is required for TIAL1/TIAR expression and splicing in spermatogonia survival.

**Figure 8.**
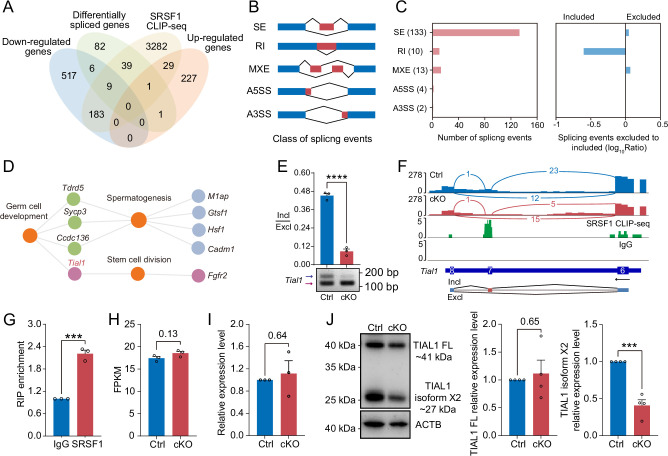
SRSF1 directly binds and regulates the expression and alternative splicing (AS) of *Tial1*/*Tiar*. (**A**) Venn diagram showing the correlation among downregulated, upregulated, alternatively spliced, and SRSF1-binding genes. (**B**) Schematic diagram showing the classes of splicing events. (**C**) Splicing events were analysed by number, exclusion, and inclusion. (**D**) Network showing Gene Ontology (GO) enrichment analyses of AS genes. (**E**) The AS of *Tial1/Tiar* in 5 days postpartum (dpp) Ctrl and conditional knockout (cKO) mouse testes was analysed by RT-PCR. N=3. The ratio of inclusion (Incl) to exclusion (Excl) is shown accordingly. (**F**) Analyses of *Tial1/Tiar* expression and exon-exon junctions were performed. (**G**) SRSF1 directly binds the pre-mRNA of *Tial1*/*Tiar* by RNA immunoprecipitation (RIP)-qPCR in 5 dpp mouse testes. N=3. (**H**) The fragments per kilobase million (FPKM) of *Tial1*/*Tiar* in 5 dpp Ctrl and cKO mouse testes. (**I**) The expression of *Tial1*/*Tiar* in 5 dpp Ctrl and cKO mouse testes. The RT-qPCR data were normalised to *Gapdh*. The value in the Ctrl group was set as 1.0, and the relative value in the cKO group is indicated. N=3. (**J**) Western blotting of TIAL1/TIAR expression in 5 dpp mouse testes. ACTB served as a loading control. The FL/isoform X2 value of TIAL1/TIAR in the Ctrl group was set as 1.0, and the relative value in the cKO group is indicated. N=3. FL, full length. Unpaired Student’s *t*-test determined significance; exact p value p ≥ 0.05, ***p < 0.001, ****p < 0.0001. The points and error bars represent the mean ± SEM. Figure 8—source data 1.The alternative splicing (AS) of *Tial1/Tiar* in 5 days postpartum (dpp) Ctrl and conditional knockout (cKO) mouse testes was analysed by RT-PCR. Figure 8—source data 2.Western blotting of TIAL1/TIAR expression in 5 days postpartum (dpp) mouse testes.ACTB served as a loading control.

**Figure 8—figure supplement 1.**
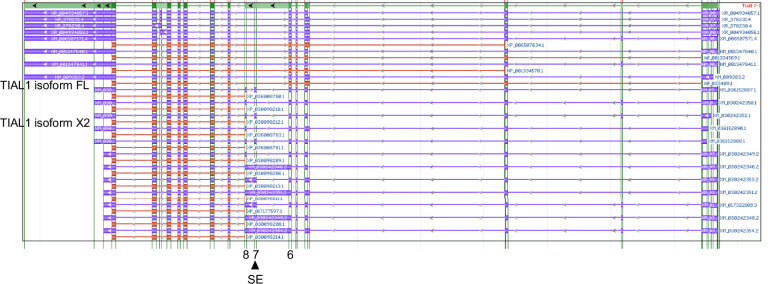
Transcription and translation information for *Tial1/Tiar*. Transcription and translation information for *Tial1/Tiar* was obtained from genome data viewer.

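In GENCODE M21, *Tial1* (ENSMUSG00000030846) lies on the minus strand of chromosome 7 of GRCm38, from 128439777 to 128461717. The annotation holds 14 transcripts of the gene, of which 6 are protein-coding, 4 are targets of nonsense-mediated decay and 4 retain an intron. The longest protein-coding transcript, of 4451 bases, has 12 exons and encodes 392 residues. The protein-coding transcript of 1580 bases also has 12 exons and encodes 375 residues. The coding parts of these transcripts differ in exon 3, which is 150 bases long in the former (128448621 to 128448770) and 99 bases long in the latter (128448621 to 128448719), through another splice site at the 5′ end of the exon. The transcript of 2003 bases encodes 375 residues as well. The transcript of 2835 bases carries an additional exon of 60 bases (128458597 to 128458656), and its reading frame of 336 residues starts in the exon that follows. The transcript of 1344 bases lacks the exon at 128454936 to 128455032 and the exon that starts at 128448621, and encodes 244 residues. Between the exon at 128448121 to 128448208 and the exon at 128446195 to 128446270, these 5 protein-coding transcripts have no exon. In this interval, a transcript of 2319 bases has an exon of 377 bases (128446731 to 128447107), a transcript of 784 bases has an exon of 68 bases (128446731 to 128446798), and a transcript of 804 bases has the 68-base exon and an exon of 69 bases (128447039 to 128447107). These 3 transcripts are annotated as targets of nonsense-mediated decay, and the reading frame of the first ends within its 377-base exon after 135 residues.

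**Figure D1:**
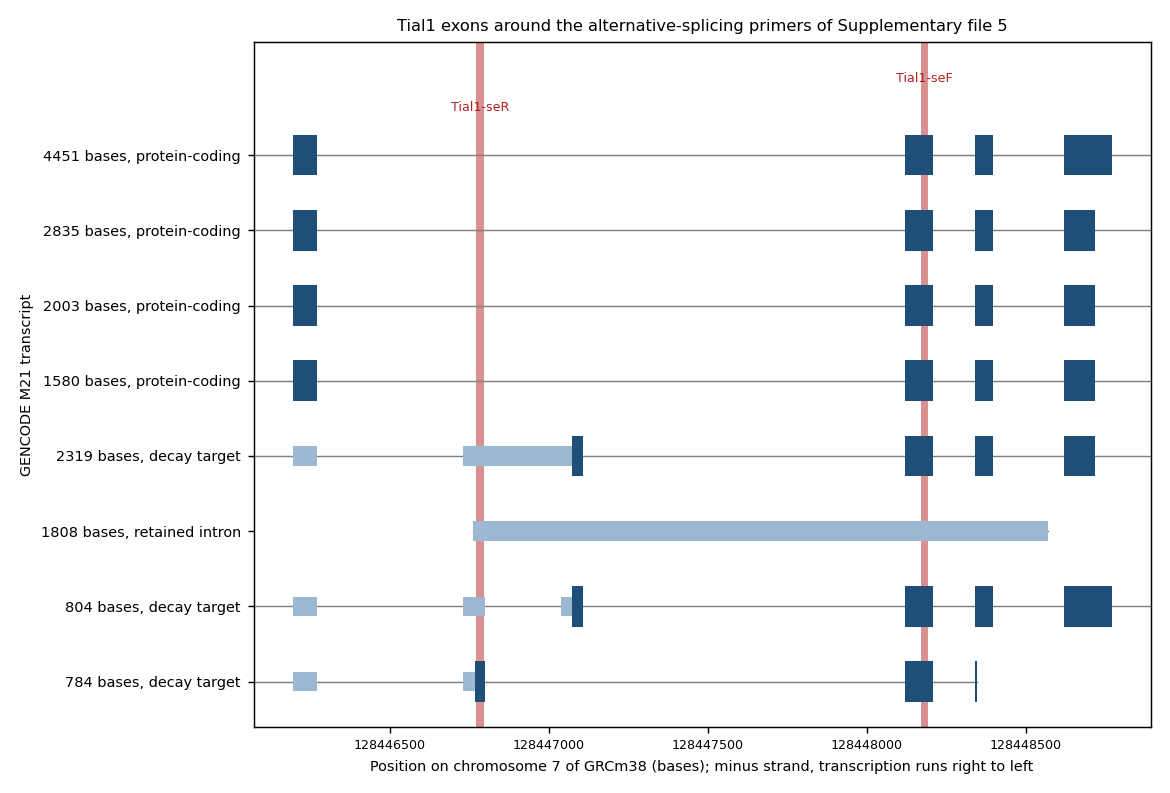
Map of 8 *Tial1* transcripts against their position on chromosome 7 of GRCm38 (bases), where transcription runs from right to left. Tall dark boxes are coding exon parts, low light boxes are other exon parts, lines are introns and red bands are the alternative-splicing primers of Supplementary file 5. Tial1-seF lies in an exon of each of the 8 transcripts, and Tial1-seR lies in an exon of the lower 4 and in an intron of the 4 protein-coding transcripts.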

### SRSF1 recruits AS-related proteins to modulate AS in testes

To identify the interacting proteins for which SRSF1 exerts its AS role, we performed MS analyses of IP samples from 5 dpp mouse testis extracts. The silver-stained gel of SRSF1 and normal IgG showed several SRSF1-interacting proteins from 5 dpp mouse testis extracts (Figure 9A). The IP results indicated that SRSF1 was able to effectively IP the testis extracts of 5 dpp mice (Figure 9B). Immunoprecipitation mass spectrometry (IP-MS) data demonstrated the efficient enrichment of SRSF1 (Figure 9C and Supplementary file 4). These data showed that the two samples were highly reproducible, especially for SRSF1 (Figure 9D). Then, GO enrichment analyses of the IP proteins revealed that AS-related proteins could interact with SRSF1 (Figure 9E). A circular heatmap showed that SRSF1 could interact with AS-related proteins (e.g. SRSF10, SART1, RBM15, SRRM2, SF3B6, and SF3A2) (Figure 9F). The co-immunoprecipitation (Co-IP) results indicated that FLAG-SRSF1 interacted with HA-SART1, HA-RBM15, and HA-SRSF10 in 293T cells (Figure 9G). In addition, the fluorescence results showed complete co-localisation of mCherry-SRSF1 with eGFP-SART1, eGFP-RBM15, and eGFP-SRSF10 in 293T cells (Figure 9H). Co-IP suggested that the RRM1 domain of SRSF1 interacted with HA-SART1, HA-RBM15, and HA-SRSF10 in 293T cells (Figure 9I). Determining the complex structures of these interactions is valuable, in which molecular docking has played an important role (Yan et al., 2017). HDOCK is a novel web server of our hybrid docking algorithm of template-based modelling and free docking (Yan et al., 2017). The HDOCK analysis results depicted the RRM1 domain of SRSF1 with SRSF10, SART1, and RBM15 docking based on a hybrid strategy (Figure 9J). Together, the above data show that SRSF1 may interact with SRSF10, SART1, and RBM15 to regulate AS in 5 dpp mouse testes.

**Figure 9.**
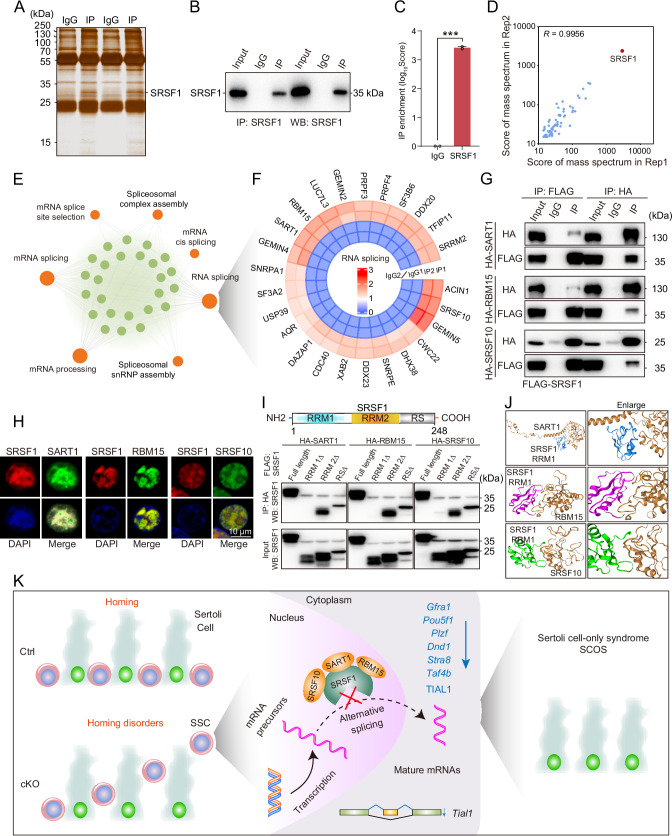
SRSF1 recruits alternative splicing (AS)-related proteins to modulate AS in testes. (**A**) Silver-stained gel of SRSF1 and control immunoprecipitates from 5 days postpartum (dpp) mouse testis extracts. (**B**) IP experiment was performed in 5 dpp mouse testis extracts. (**C**) IP of SRSF1 from immunoprecipitation mass spectrometry (IP-MS) data. (**D**) *Pearson’s* correlation analysis showed the coefficient between the two samples for IP-MS data. (**E**) Network showing Gene Ontology (GO) enrichment analyses of SRSF1-binding proteins. (**F**) Circular heatmap of AS-related proteins. (**G**) Co-immunoprecipitation (Co-IP) experiment for detecting the SRSF1 association between SART1, RBM15, and SRSF10 in 293T cells. (**H**) SRSF1-mCherry cotransfected with SART1-eGFP, RBM15-eGFP, and SRSF10-eGFP 293T cells is shown. DNA was stained with DAPI. Scale bar, 10 μm. (**I**) Co-IP experiment for detecting the SRSF1-truncated protein association between SART1, RBM15, and SRSF10 in 293T cells. (**J**) A schematic diagram of protein interactions is shown. (**K**) Schematic illustration of the molecular mechanisms by which SRSF1 regulates homing of mouse precursor spermatogonial stem cells (SSCs). Figure 9—source data 1.IP experiment was performed in 5 days postpartum (dpp) mouse testis extracts. Figure 9—source data 2.Co-immunoprecipitation (Co-IP) experiment for detecting the SRSF1 association between SART1, RBM15, and SRSF10 in 293T cells. Figure 9—source data 3.Co-immunoprecipitation (Co-IP) experiment for detecting the SRSF1-truncated protein association between SART1, RBM15, and SRSF10 in 293T cells.

## Discussion

### Failure of spermatogonia survival led to SCOS

Disturbed spermatogenesis can cause SCOS and ultimately male sterility (Jiao et al., 2021). In recent years, it has been reported that many spermatogonia-related gene deletions have disrupted SSC self-renewal and differentiation in patient and mouse models (La and Hobbs, 2019; Tan and Wilkinson, 2020; Wang et al., 2021). SCOS was observed in *Ddx5*, *Tial1*/*Tiar*, *Uhrf1*, *Pramef12*, *Dot1l*, and *Rad51* deletion mouse models (Beck et al., 1998; Legrand et al., 2019; Lin et al., 2022; Qin et al., 2022; Wang et al., 2019; Zhou et al., 2022). Mouse models are still of great significance and reference for human SCOS studies, and they will provide a better understanding of how SCOS occurs and develops over time. Interestingly, our mouse model had SCOS (Figure 3D–I and Figure 4). The absence of germ cells represents classical SCOS in adult mouse testes (Figure 4; Wang et al., 2023). In addition, we found abnormal expression of spermatogonia-related genes (e.g. *Gfra1*, *Pou5f1*, *Plzf*, *Dnd1*, *Stra8*, and *Taf4b*) in cKO mouse testes (Figure 7F–H). These differentially expressed genes regulate SSC self-renewal and differentiation in mouse testes (Kanatsu-Shinohara and Shinohara, 2013; La and Hobbs, 2019; Tan and Wilkinson, 2020). Thus, this provided an opportunity for us to better study the underlying molecular mechanisms. These data indicate that SRSF1 deficiency impairs spermatogonia survival, leading to SCOS in male mice.

### The formation of SSC pools and the establishment of niches are essential for spermatogenesis

The earliest event in the development of the SSC population is the migration of prospermatogonia from the centre of seminiferous cords where they have resided since sex determination of the embryonic gonad to the basement membrane (Oatley and Brinster, 2012). In mice, this process is also known as homing of precursor SSCs, which occurs in the initial 3 dpp and then develops into SSCs at 4–6 dpp for continuous self-renewal and differentiation (Lee and Shinohara, 2011; McLean et al., 2003; Oatley and Brinster, 2012; Tan and Wilkinson, 2020). Therefore, homing analysis of precursor SSCs was performed in 5 dpp cKO mouse testes. Interestingly, the VASA and SOX9 co-staining results demonstrated that partial germ cells could not complete homing in 5 dpp cKO testes (Figure 6A and B). Further, immunohistochemical staining for FOXO1 and statistical results indicated that germ cells in which FOXO1 is expressed in the nucleus similarly undergo abnormal homing (Figure 6C–E). Germ cells that do not migrate to the basement membrane are unable to form SSC pools and establish niches (McLean et al., 2003). These SSCs that lose their ecological niche will cease to exist. In our data, TUNEL results showed that apoptosis significantly increased in 7 dpp cKO mouse testes. At once, the quantifications of germ cells per tubule showed a significant reduction in 7 dpp and 14 dpp cKO testes, especially 14 dpp cKO testes (Figure 5B). In conclusion, SRSF1 is crucial for the formation of SSC pools and the establishment of niches through homing of precursor SSCs.

### Abnormal AS impaired the survival of spermatogonia

AS is commonly found in mammals, especially in the brain and testes (Mazin et al., 2021; Merkin et al., 2012; Wang et al., 2008). AS plays essential roles in the posttranscriptional regulation of gene expression during many developmental processes, such as SSC self-renewal and differentiation (Chen et al., 2018; Song et al., 2020). Recently, BUD31-mediated AS of *Cdk2* was shown to be required for SSC self-renewal and differentiation (Qin et al., 2023). *Srsf10* depletion disturbed the AS of genes, including *Nasp*, *Bclaf1*, *Rif1*, *Dazl*, *Kit*, *Ret*, and *Sycp1* (Liu et al., 2022). UHRF1 interacts with snRNAs and regulates AS of *Tle3* in mouse SSCs (Zhou et al., 2022). Mettl3-mediated m6A regulates AS of *Sohlh1* and *Dazl* (Xu et al., 2017). We found that SRSF1 acts as an alternative RNA splicing regulator and directly interacts with *Tial1*/*Tiar* transcripts to regulate splicing events in spermatogonia (Figure 8E–G). Additionally, expression levels of TIAL1/TIAR isoform X2 were significantly suppressed (Figure 8J). Interestingly, *Tial1*/*Tiar* transcript levels were not inhibited (Figure 8H and I). These results suggested that SRSF1 explicitly regulates the expression of *Tial1*/*Tiar* via AS. Studies have reported that TIAL1/TIAR is essential for primordial germ cell development in mouse testes (Beck et al., 1998). *Tial1/Tiar* deletion impairs germ cell survival leading to SCOS, consistent with our phenotype (Figures 3E–I–4A–C; Beck et al., 1998). Taken together, SRSF1 may affect germ cell survival by directly binding and regulating *Tial1*/*Tiar* expression through AS.

We found that SRSF1 could interact with AS-related proteins (e.g. SRSF10, SART1, RBM15, SRRM2, SF3B6, and SF3A2) (Figure 9F). A recent study reported that SRSF10 deficiency impaired spermatogonia differentiation but did not affect homing of precursor SSCs (Liu et al., 2022). However, our data showed that SRSF1 is essential for homing of mouse precursor SSCs. Therefore, this suggests that SRSF1 has a specific function in the homing of precursor SSCs independent of SRSF10.

### SRSF1-mediated posttranscriptional regulation during homing of precursor SSCs provides new insights into the treatment of human reproductive diseases

Aberrant homing of precursor SSCs often lead to gametogenic failure, resulting in subfertility or infertility (Jiao et al., 2021; Kanatsu-Shinohara and Shinohara, 2013; La and Hobbs, 2019; Song and Wilkinson, 2014). Loss-of-function mutations in humans and corresponding knockout/mutated mice have been extensively researched (Jiao et al., 2021). However, AS-related posttranscriptional regulation during meiosis has not been well studied. In recent years, there have been reports that the RNA-binding proteins SRSF10, UHRF1, BUD31, and BCAS2 regulate AS in mouse SSCs (Liu et al., 2022; Liu et al., 2017; Qin et al., 2023; Zhou et al., 2022). This study used a multiomics approach to perform in-depth analyses of SRSF1-mediated posttranscriptional regulatory mechanisms to enrich the field. It also provides new ideas and insights for clinical diagnosis and treatment.

In summary, this study demonstrates that SRSF1 plays a critical role in posttranscriptional regulation to implement homing of precursor SSCs (Figure 9K). Thus, the posttranscriptional regulation of SRSF1-mediated splicing is resolved during the formation of SSC pools and the establishment of niches.

## Materials and methods

### Mouse strains

C57BL/6N and ICR mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. *Srsf1*^Fl/Fl^ mice were generated in the laboratory of Prof. Xiangdong Fu (University of California, San Diego, CA, USA) and were kindly provided by Prof. Yuanchao Xue (Institute of Biophysics, Chinese Academy of Sciences, Beijing, China) (Xu et al., 2005). *Vasa*-Cre mice were obtained from The Jackson Laboratory (Gallardo et al., 2007). To generate *Srsf1* cKO mice, *Vasa*-Cre mice were crossed with *Srsf1*^Fl/Fl^ mice. 

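The floxed gene, *Srsf1* (ENSMUSG00000018379), lies on the plus strand of chromosome 11 of GRCm38, from 88047373 to 88053755. GENCODE M21 annotates 7 transcripts for it, of which 3 are protein-coding, 2 are targets of nonsense-mediated decay and 2 retain an intron. The longest transcript, of 5362 bases, has 4 exons, at 88047373 to 88048032, 88048490 to 88048674, 88049043 to 88049215 and 88049412 to 88053755. Its coding sequence starts at 88047839 in exon 1, ends at 88049603 in exon 4 and encodes 248 residues, so that most of exon 4, which is 4344 bases long, is 3′ untranslated region. The protein-coding transcript of 2948 bases reads on from exon 3 into the following intron and encodes 201 residues, and that of 1209 bases splices within the last exon and encodes 253 residues. The *Srsf1* genotyping primers of Supplementary file 5 match exonic sequence. Srsf1-GT-FKO matches the coding part of exon 1 (88048004 to 88048021), and Srsf1-GT-F (88050317 to 88050336) and Srsf1-GT-R (88050635 to 88050654) match the 3′ untranslated region in exon 4 of the longest transcript. On the reference allele, Srsf1-GT-F and Srsf1-GT-R enclose 338 bases, and Srsf1-GT-FKO and Srsf1-GT-R enclose 2651 bases, which include exons 2 and 3 and the coding part of exon 4.

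**Figure D2:**
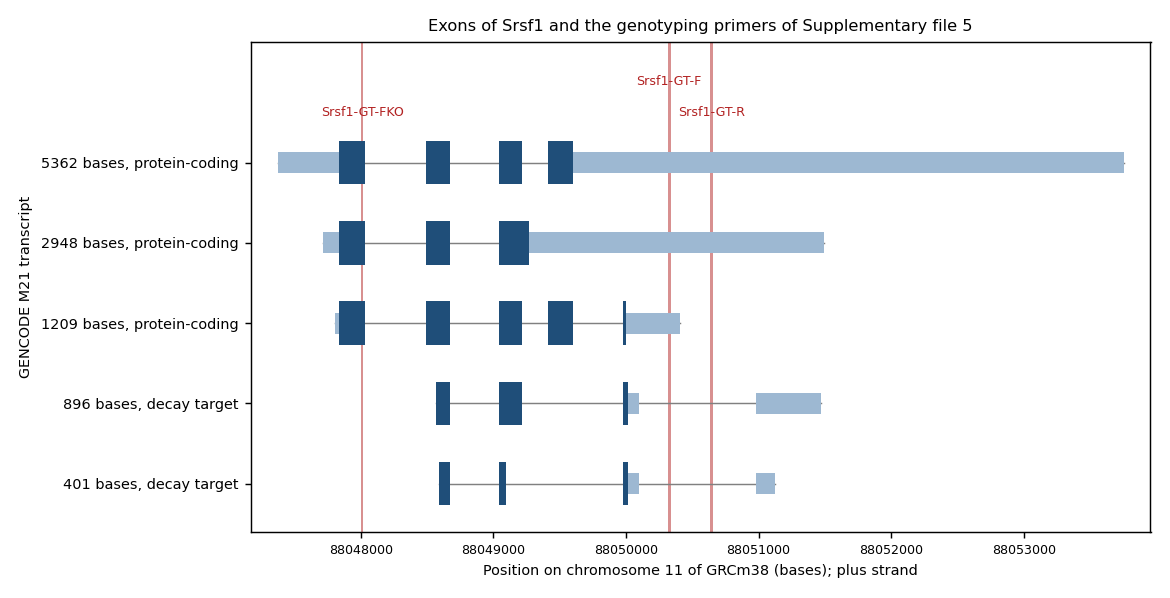
Map of 5 *Srsf1* transcripts against their position on chromosome 11 of GRCm38 (bases). Tall dark boxes are coding exon parts, low light boxes are untranslated exon parts, lines are introns and red bands are the genotyping primers. Srsf1-GT-FKO lies in exon 1, and Srsf1-GT-F and Srsf1-GT-R lie in the 3′ untranslated region of the transcript of 5362 bases.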

The primers used for PCR to genotype *Srsf1*^Fl/Fl^ and *Vasa*-Cre mice are shown in Supplementary file 5. All mice were bred and housed under specific pathogen-free conditions with a controlled temperature (22 ± 1°C) and exposed to a constant 12 hr light-dark cycle in the animal facilities of China Agricultural University. All experiments were conducted according to the guidelines and with the approval of the Institutional Animal Care and Use Committee of China Agricultural University (No. AW80401202-3-3).

### Cell

HEK293T cells were obtained from the American Type Culture Collection (ATCC) and cultured in Dulbecco’s modified Eagle’s medium (C11995500BT, Gibco) supplemented with 10% fetal bovine serum (SE200-ES, VISTECH), Penicillin-Streptomycin Solution (C0222, Beyotime). All cells were maintained in a humidified incubator containing 5% CO_2_ at 37°C. In addition, all of the cells used in the study tested negative in routine tests for *Mycoplasma* species using RT-PCR.

### Fertility test

For 15 days, two 8-week-old ICR female mice were caged with one 8-week-old male control (Ctrl) or cKO mouse. The mice were kept individually after the appearance of the vaginal plug, and the dates were recorded. Male mice continue to be caged after 2 days. The number of pups from each female was recorded each day, and the date of parturition was recorded.

### Immunostaining and histological analyses

Mouse testes were fixed with 4% paraformaldehyde (PFA, P6148-500G, Sigma-Aldrich) in PBS (pH 7.4) at 4°C overnight, dehydrated in graded ethanol solutions, vitrified with xylene, and embedded in paraffin. Testis sections were cut at a 5 μm thickness for immunostaining and histological analyses. For histological analyses, sections were dewaxed in xylene, rehydrated in a graded ethanol solution, and stained with haematoxylin-eosin. After sealing the slides with neutral resin, a Ventana DP200 system was used for imaging. For immunofluorescence analyses, antigen retrieval was performed by microwaving the sections with sodium citrate buffer (pH 6.0). After blocking with 10% normal goat serum at room temperature for 1 hr, the sections were incubated with primary antibodies (Supplementary file 6) in 5% normal goat serum overnight at 4°C. After washing with PBS, the sections were incubated with secondary antibodies (Supplementary file 6) at room temperature in the dark for 1 hr. The slides were mounted in an antifade mounting medium with DAPI (P0131, Beyotime). Photographs were taken with a Nikon A1 laser scanning confocal microscope and a Zeiss OPTOME fluorescence microscope. For immunohistochemistry analyses, antigen retrieval was performed by microwaving the sections with sodium citrate buffer (pH 6.0). Five dpp testis sections were prepared as described in the instructions for Immunohistochemistry Kit (PV-9001, ZSGB-BIO). After sealing the slides with neutral resin, a Ventana DP200 system was used for imaging.

### Whole-mount immunostaining

The testes were collected and dispersed with 5 ml syringes. Blown-out tubules were fixed in PFA at 4°C for 4 hr. The tubules were washed three times with PBS (pH 7.4) for 5 min each and stored at 4°C. The tubules were permeated with 0.3% Triton X-100 for 1 hr at 4°C. Then, whole-mount staining followed the immunofluorescence protocol.

### TUNEL apoptosis analyses

Seven dpp testis sections were prepared as described in the instructions for the TUNEL Apoptosis Assay Kit (C1088, Beyotime). Photographs were taken with a Nikon A1 laser scanning confocal microscope and a Zeiss OPTOME fluorescence microscope. Apoptosis rate was derived from the number of TUNEL-positive signals in tubules as a percentage of the total number of germ cells.

### RT-PCR and RT-qPCR

Total RNA was extracted by using RNAiso Plus (9109, Takara), and the concentration was measured with a Nano-300 ultramicro spectrophotometer (Allsheng). cDNA was obtained according to the instructions of a TIANScript II RT kit (KR107, TIANGEN). The expression of transcripts of the target gene was measured by using a LightCycle 96 instrument (Roche) with Hieff UNICON SYBR green master mix (11198ES08, Yeasen). AS analyses were performed on a RePure-A PCR instrument (BIO-GENER). Primers were synthesised by Sangon Biotech (Supplementary file 5). 

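The primers of Supplementary file 5 were matched, base for base, to the GENCODE M21 transcripts of the genes for which they are named. The primers for AS analyses of *Tial1* are Tial1-seF (TTGTTGGGGATTTGAGTCCAGA), which matched 11 of the 14 annotated transcripts at 128448172 to 128448193 on chromosome 7 of GRCm38, and Tial1-seR (TCTATCATCATTTTGGAGTTTGGGC), which matched 4 of them at 128446772 to 128446796. Both primers matched in 4 transcripts. Of these, 3 are annotated as targets of nonsense-mediated decay, with a product of 100 bases in the transcript of 784 bases, 169 bases in that of 804 bases and 409 bases in that of 2319 bases. In the last, a retained-intron transcript of 1808 bases, the product is 1422 bases long. The products of 100 and 169 bases differ by an exon of 69 bases between the primers. The RT-qPCR primers Tial1-F and Tial1-R matched 10 transcripts, and Tial1-F spans the junction of adjoining exons in each. Their product is 144 bases long, or 352 bases in a retained-intron transcript of 560 bases. For *Srsf1*, Srsf1-F (88050056 to 88050076 on chromosome 11) and Srsf1-R (88051067 to 88051086) matched 4 transcripts. In the transcripts of 896 and 401 bases, which are annotated as targets of nonsense-mediated decay, they span an intron and give a product of 150 bases. In the protein-coding transcripts of 2948 and 5362 bases both primers lie within the last exon, beyond the stop codon, and the product is 1031 bases long. Apart from *Nanos3* (122 or 134 bases), the pairs for the other genes gave a single product length over the transcripts that both primers matched. The lengths were 100 bases for *Gapdh*, 121 for *Taf4b*, 133 for *Plzf*, 140 for *Gfra1*, 152 for *Pou5f1*, 153 for *Sall4*, 166 for *Stra8* and 175 for *Dnd1*. Not all annotated transcripts were matched, and the *Pou5f1* pair matched only 1 of 6.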

The expression level of *Gapdh* or *Actb* was used as the control, and this value was set as 1. Other samples’ relative transcript expression levels were obtained by comparing them with the control results.

### RNA-seq

Total RNA was extracted from mouse testes according to the above protocol at 5 dpp. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, we established a transcriptome sequencing library and assessed library quality on an Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using a TruSeq PE Cluster kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on the Illumina NovaSeq platform, and 150 bp paired-end reads were generated. After quality control, all downstream analyses were performed on clean, high-quality data. The reference genome index was built, and paired-end clean reads were aligned to the reference genome using HISAT2 software (version 2.0.5). FeatureCounts (version 1.5.0) counted the reads mapped to each gene. Then, the FPKM value of each gene was calculated based on the length of the gene and the read count mapped to this gene. Differential expression analyses of cKO/Ctrl mouse testes (three biological replicates per condition) were performed using the DESeq2 R package (version 1.20.0). Genes with a padj ≤0.05 identified by DESeq2 were considered differentially expressed.

### AS analyses

rMATS software (version 3.2.5) was used to analyse the AS events in cKO mouse germ cells based on RNA-seq data. Five types of AS events (SE, RI, MXE, A5SS, and A3SS) were revealed by rMATS software. Our threshold for screening differentially significant AS events was an FDR of less than 0.05. Splicing events with an FDR less than 0.05 and an inclusion-level difference with a significance of at least 5% (0.05) were considered statistically significant. IGV (2.16.0) software was used to visualise and confirm AS events based on RNA-seq data.

### GO enrichment analyses

The GO enrichment analyses of differentially expressed genes and AS genes were implemented with the clusterProfiler R package (version 3.4.4), in which gene length bias was corrected. All expressed genes (TPM sum of all samples ≥1) are listed background. GRCm38/mm10 was used as a mouse reference genome, and the Benjamini-Hochberg multiple methods was applied to adjust for multiple testing. GO enrichment analyses with corrected p values of less than 0.05 were significantly enriched for differentially expressed genes and AS genes.

### Western blotting

Total protein was extracted with cell lysis buffer (P0013, Beyotime) containing PMSF (1:100, ST506, Beyotime) and a protease inhibitor cocktail (1:100, P1005, Beyotime). Protein concentration was determined with the BCA Protein Assay Kit (CW0014S, CWBiotech). The protein lysates were electrophoretically separated on sodium dodecyl sulfate-polyacrylamide gels and electrically transferred to polyvinylidene fluoride membranes (IPVH00010, Millipore). The membranes were blocked in 5% skimmed milk for 1 hr and incubated with the primary antibodies (Supplementary file 6) for one night at 4°C. Then, the membranes were incubated with secondary antibodies (Supplementary file 6) at room temperature for 1 hr. The proteins were visualised using a Tanon 5200 chemiluminescence imaging system following incubation with BeyoECL Plus (P0018S, Beyotime).

### IP, IP-MS, Co-IP

Total protein was extracted with cell lysis buffer (P0013, Beyotime) containing PMSF (1:100, ST506, Beyotime) and a protease inhibitor cocktail (1:100, P1005, Beyotime). After incubation on ice for 20 min, the lysate was added to 20 μl of protein A agarose (P2051-2 ml, Beyotime) for pre-clearing at 4°C for 1 hr. Two micrograms of an SRSF1 antibody (sc-33652, Santa Cruz Biotechnology) and a normal mouse IgG (sc-3879, Santa Cruz Biotechnology) were added to the lysate and the mixture was incubated overnight at 4°C. The next day, 60 μl of protein A agarose was added to the lysate, which was then incubated at 4°C for 4 hr. The agarose complexes containing antibodies and target proteins were washed three times for 5 min at 4°C. IP and Co-IP were performed according to the above western blotting protocol. The complex was sent to the protein mass spectrometry laboratory for IP-MS analyses using a Thermo Q-Exactive high-resolution mass spectrometer (Thermo Scientific, Waltham, MA, USA). Raw data from the mass spectrometer were preprocessed with Mascot Distiller 2.4 for peak picking. The resulting peak lists were searched against the uniport mouse database using Mascot 2.5 search engine.

### RIP and RIP-qPCR

As described previously (Gagliardi and Matarazzo, 2016), RIP was performed using 5 dpp mouse testes. The testes were lysed in cell lysis buffer (P0013, Beyotime) containing PMSF (1:100, ST506, Beyotime), a proteinase inhibitor cocktail (1:100, P1005, Beyotime), DTT (1:50, ST041-2 ml, Beyotime), and an RNase inhibitor (1:20, R0102-10 kU, Beyotime). After incubation on ice for 20 min, the lysate was added to 20 μl of protein A agarose (P2051-2 ml, Beyotime) for pre-clearing at 4°C for 1 hr. Two micrograms of an SRSF1 antibody (sc-33652, Santa Cruz Biotechnology) and a normal mouse IgG (sc-3879, Santa Cruz Biotechnology) were added to the lysate, which was then incubated overnight at 4°C. The next day, 60 μl of protein A agarose was added to the lysate, and the mixture was incubated at 4°C for 4 hr. The agarose complexes containing antibodies, target proteins, and RNA were washed three times for 5 min at 4°C and repeated. Protein-bound RNA was extracted using RNAiso Plus and a Direct-zol RNA MicroPrep Kit. RIP-qPCR was performed according to the above RT-qPCR protocol.

### Statistical analyses

*Pearson’s* correlation coefficients (R) were calculated by using the scores of the two samples for MS. GraphPad Prism software (version 9.0.0) was used for the statistical analyses, and the values and error bars represent the mean ± SEM. Significant differences between the two groups were analysed using Student’s *t*-test. Statistical significance is indicated as follows: exact p value p ≥ 0.05; *p < 0.05; **p* *< 0.01; ***p < 0.001; ****p < 0.0001.

## Data Availability

All data generated or analysed during this study are included in this published article, its supplementary information files and publicly available repositories. Mass spec data are included in Supplementary file 7 (Mass spec data). The RNA-seq data were deposited in GEO (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE227575. The following dataset was generated: SunLJ LvZ LiuJL 2024Splicing factor SRSF1 is essential for homing of precursor spermatogonial stem cells in miceNCBI Gene Expression OmnibusGSE22757510.7554/eLife.89316PMC1094569438271475 The following previously published dataset was used: SunLJ ChenJ YeR LvZ 2024SRSF1 is crucial for male meiosis through alternative splicing during homologous pairing and synapsis in mice [CLIP-seq]NCBI Gene Expression OmnibusGSE22730310.1016/j.scib.2023.04.03037179228

## References

[bib1] Beck AR, Miller IJ, Anderson P, Streuli M (1998). RNA-binding protein TIAR is essential for primordial germ cell development. PNAS.

[bib2] Cafe SL, Skerrett-Byrne DA, De Oliveira CS, Nixon B, Oatley MJ, Oatley JM, Lord T (2021). A regulatory role for CHD4 in maintenance of the spermatogonial stem cell pool. Stem Cell Reports.

[bib3] Chen Y, Zheng Y, Gao Y, Lin Z, Yang S, Wang T, Wang Q, Xie N, Hua R, Liu M, Sha J, Griswold MD, Li J, Tang F, Tong MH (2018). Single-cell RNA-seq uncovers dynamic processes and critical regulators in mouse spermatogenesis. Cell Research.

[bib4] Du JX, Luo YH, Zhang SJ, Wang B, Chen C, Zhu GQ, Zhu P, Cai CZ, Wan JL, Cai JL, Chen SP, Dai Z, Zhu W (2021). Splicing factor SRSF1 promotes breast cancer progression via oncogenic splice switching of PTPMT1. Journal of Experimental & Clinical Cancer Research.

[bib5] Gagliardi M, Matarazzo MR (2016). RIP: RNA Immunoprecipitation. Methods in Molecular Biology.

[bib6] Gallardo T, Shirley L, John GB, Castrillon DH (2007). Generation of a germ cell-specific mouse transgenic Cre line, Vasa-Cre. Genesis.

[bib7] Goertz MJ, Wu Z, Gallardo TD, Hamra FK, Castrillon DH (2011). Foxo1 is required in mouse spermatogonial stem cells for their maintenance and the initiation of spermatogenesis. The Journal of Clinical Investigation.

[bib8] Jiao SY, Yang YH, Chen SR (2021). Molecular genetics of infertility: loss-of-function mutations in humans and corresponding knockout/mutated mice. Human Reproduction Update.

[bib9] Juul A, Almstrup K, Andersson AM, Jensen TK, Jørgensen N, Main KM, Rajpert-De Meyts E, Toppari J, Skakkebæk NE (2014). Possible fetal determinants of male infertility. Nature Reviews Endocrinology.

[bib10] Kanatsu-Shinohara M, Shinohara T (2013). Spermatogonial stem cell self-renewal and development. Annual Review of Cell and Developmental Biology.

[bib11] Katsuyama T, Li H, Comte D, Tsokos GC, Moulton VR (2019). Splicing factor SRSF1 controls T cell hyperactivity and systemic autoimmunity. The Journal of Clinical Investigation.

[bib12] Katsuyama T, Moulton VR (2021). Splicing factor SRSF1 is indispensable for regulatory T cell homeostasis and function. Cell Reports.

[bib13] Kluin PM, de Rooij DG (1981). A comparison between the morphology and cell kinetics of gonocytes and adult type undifferentiated spermatogonia in the mouse. International Journal of Andrology.

[bib14] La HM, Hobbs RM (2019). Mechanisms regulating mammalian spermatogenesis and fertility recovery following germ cell depletion. Cellular and Molecular Life Sciences.

[bib15] Law NC, Oatley MJ, Oatley JM (2019). Developmental kinetics and transcriptome dynamics of stem cell specification in the spermatogenic lineage. Nature Communications.

[bib16] Lee J, Shinohara T (2011). Epigenetic modifications and self-renewal regulation of mouse germline stem cells. Cell Research.

[bib17] Legrand JMD, Chan AL, La HM, Rossello FJ, Änkö ML, Fuller-Pace FV, Hobbs RM (2019). DDX5 plays essential transcriptional and post-transcriptional roles in the maintenance and function of spermatogonia. Nature Communications.

[bib18] Lin H, Cheng K, Kubota H, Lan Y, Riedel SS, Kakiuchi K, Sasaki K, Bernt KM, Bartolomei MS, Luo M, Wang PJ (2022). Histone methyltransferase DOT1L is essential for self-renewal of germline stem cells. Genes & Development.

[bib19] Liu W, Wang F, Xu Q, Shi J, Zhang X, Lu X, Zhao ZA, Gao Z, Ma H, Duan E, Gao F, Gao S, Yi Z, Li L (2017). BCAS2 is involved in alternative mRNA splicing in spermatogonia and the transition to meiosis. Nature Communications.

[bib20] Liu J, You M, Yao Y, Ji C, Wang Z, Wang F, Wang D, Qi Z, Yu G, Sun Z, Guo W, Liu J, Li S, Jin Y, Zhao T, Xue HH, Xue Y, Yu S (2021). SRSF1 plays a critical role in invariant natural killer T cell development and function. Cellular & Molecular Immunology.

[bib21] Liu W, Lu X, Zhao Z-H, Su R, Li Q-NL, Xue Y, Gao Z, Sun S-MS, Lei W-L, Li L, An G, Liu H, Han Z, Ouyang Y-C, Hou Y, Wang Z-B, Sun Q-Y, Liu J (2022). SRSF10 is essential for progenitor spermatogonia expansion by regulating alternative splicing. eLife.

[bib22] Lv Y, Zhang W, Zhao J, Sun B, Qi Y, Ji H, Chen C, Zhang J, Sheng J, Wang T, Dominguez D, Liu H, Liu Q, Meng S, Li X, Wang Y (2021). SRSF1 inhibits autophagy through regulating Bcl-x splicing and interacting with PIK3C3 in lung cancer. Signal Transduction and Targeted Therapy.

[bib23] Mazin PV, Khaitovich P, Cardoso-Moreira M, Kaessmann H (2021). Alternative splicing during mammalian organ development. Nature Genetics.

[bib24] McLean DJ, Friel PJ, Johnston DS, Griswold MD (2003). Characterization of spermatogonial stem cell maturation and differentiation in neonatal mice. Biology of Reproduction.

[bib25] Merkin J, Russell C, Chen P, Burge CB (2012). Evolutionary dynamics of gene and isoform regulation in Mammalian tissues. Science.

[bib26] Oatley JM, Brinster RL (2012). The germline stem cell niche unit in mammalian testes. Physiological Reviews.

[bib27] Qi Z, Wang F, Yu G, Wang D, Yao Y, You M, Liu J, Liu J, Sun Z, Ji C, Xue Y, Yu S (2021). SRSF1 serves as a critical posttranscriptional regulator at the late stage of thymocyte development. Science Advances.

[bib28] Qin JC, Huang T, Wang J, Xu LM, Dang QL, Xu XH, Liu HB, Liu ZJ, Shao CS, Zhang XY (2022). RAD51 is essential for spermatogenesis and male fertility in mice. Cell Death Discovery.

[bib29] Qin J, Huang T, Wang Z, Zhang X, Wang J, Dang Q, Cui D, Wang X, Zhai Y, Zhao L, Lu G, Shao C, Li S, Liu H, Liu Z (2023). Bud31-mediated alternative splicing is required for spermatogonial stem cell self-renewal and differentiation. Cell Death and Differentiation.

[bib30] Song HW, Wilkinson MF (2014). Transcriptional control of spermatogonial maintenance and differentiation. Seminars in Cell & Developmental Biology.

[bib31] Song H, Wang L, Chen D, Li F (2020). The function of Pre-mRNA alternative splicing in mammal spermatogenesis. International Journal of Biological Sciences.

[bib32] Sun L, Chen J, Ye R, Lv Z, Chen X, Xie X, Li Y, Wang C, Lv P, Yan L, Tian S, Yao X, Chen C, Cui S, Liu J (2023a). SRSF1 is crucial for male meiosis through alternative splicing during homologous pairing and synapsis in mice. Science Bulletin.

[bib33] Sun L, Lv Z, Chen X, Wang C, Lv P, Yan L, Tian S, Xie X, Yao X, Liu J, Wang Z, Luo H, Cui S, Liu J (2023b). SRSF1 regulates primordial follicle formation and number determination during meiotic prophase I. BMC Biology.

[bib34] Tan K, Wilkinson MF (2020). A single-cell view of spermatogonial stem cells. Current Opinion in Cell Biology.

[bib35] Venables JP (2002). Alternative splicing in the testes. Current Opinion in Genetics & Development.

[bib36] Wang ET, Sandberg R, Luo S, Khrebtukova I, Zhang L, Mayr C, Kingsmore SF, Schroth GP, Burge CB (2008). Alternative isoform regulation in human tissue transcriptomes. Nature.

[bib37] Wang Z, Xu X, Li JL, Palmer C, Maric D, Dean J (2019). Sertoli cell-only phenotype and scRNA-seq define PRAMEF12 as a factor essential for spermatogenesis in mice. Nature Communications.

[bib38] Wang YH, Yan M, Zhang X, Liu XY, Ding YF, Lai CP, Tong MH, Li JS (2021). Rescue of male infertility through correcting a genetic mutation causing meiotic arrest in spermatogonial stem cells. Asian Journal of Andrology.

[bib39] Wang X, Liu X, Qu M, Li H (2023). Sertoli cell-only syndrome: advances, challenges, and perspectives in genetics and mechanisms. Cellular and Molecular Life Sciences.

[bib40] Xu X, Yang D, Ding JH, Wang W, Chu PH, Dalton ND, Wang HY, Bermingham JR, Ye Z, Liu F, Rosenfeld MG, Manley JL, Ross J, Chen J, Xiao RP, Cheng H, Fu XD (2005). ASF/SF2-regulated CaMKIIdelta alternative splicing temporally reprograms excitation-contraction coupling in cardiac muscle. Cell.

[bib41] Xu K, Yang Y, Feng G-H, Sun B-F, Chen J-Q, Li Y-F, Chen Y-S, Zhang X-X, Wang C-X, Jiang L-Y, Liu C, Zhang Z-Y, Wang X-J, Zhou Q, Yang Y-G, Li W (2017). Mettl3-mediated m^6^A regulates spermatogonial differentiation and meiosis initiation. Cell Research.

[bib42] Yamaji M, Jishage M, Meyer C, Suryawanshi H, Der E, Yamaji M, Garzia A, Morozov P, Manickavel S, McFarland HL, Roeder RG, Hafner M, Tuschl T (2017). DND1 maintains germline stem cells via recruitment of the CCR4-NOT complex to target mRNAs. Nature.

[bib43] Yan Y, Zhang D, Zhou P, Li B, Huang SY (2017). HDOCK: a web server for protein-protein and protein-DNA/RNA docking based on a hybrid strategy. Nucleic Acids Research.

[bib44] Zhou S, Dong J, Xiong M, Gan S, Wen Y, Zhang J, Wang X, Yuan S, Gui Y (2022). UHRF1 interacts with snRNAs and regulates alternative splicing in mouse spermatogonial stem cells. Stem Cell Reports.

# Supplementary material for: Splicing factor SRSF1 is essential for homing of precursor spermatogonial stem cells in mice
**Source:** eLife. 2024 Jan 25;12:RP89316. doi: 10.7554/eLife.89316
**Supplement:** Figure 9—source data 2.

# Figure 9G

HA-SART1      FLAG-SRSF1

IP: FLAG   IP: HA

WB: HA

HA-SART1  
FLAG-SRSF1

IP: FLAG   IP: HA   IP: FLAG   IP: HA

WB: FLAG

HA-RBM15      FLAG-SRSF1

IP: FLAG   IP: HA

WB: HA

HA-SRSF10      FLAG-SRSF1

IP: FLAG   IP: HA

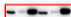

WB: HA

HA-SRSF10      FLAG-SRSF1

IP: FLAG   IP: HA

WB: FLAG

# Supplementary material for: Splicing factor SRSF1 is essential for homing of precursor spermatogonial stem cells in mice
**Source:** eLife. 2024 Jan 25;12:RP89316. doi: 10.7554/eLife.89316
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | In the materials and methods section of the manuscript, lines 434 to 439. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | In the Supplementary File 6 Antibodies were used in this study. |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | In the Supplementary File 5 Primer sequences were used in this study. |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | In the materials and methods section of the manuscript, lines 313 to 318. |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | In the materials and methods section of the manuscript, lines 301 to 312. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | In the materials and methods section of the manuscript |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | In the materials and methods and figure legends section of the manuscript. |  |
| Randomisation | In the materials and methods section of the manuscript. |  |
| Blinding | In the materials and methods section of the manuscript. |  |
| Inclusion/exclusion criteria | In the materials and methods section of the manuscript. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | In figure legends and materials and methods of manuscript. |  |
| Define whether data describe technical or biological replicates. | Biological replicates |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | In the materials and methods section of the manuscript, lines 310 to 312. |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | In the materials and methods section of the manuscript, lines 427 to 432. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | In the materials and methods section of the manuscript, lines 434 to 439. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | In the materials and methods section of the manuscript, lines 434 to 439. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | In the materials and methods section of the manuscript, lines 434 to 439. |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | In the materials and methods section of the manuscript, Ethics statements and facility. |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

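The deposited values analysed here are RNA-seq of STRA8-positive (STRA8+) cells, with 3 control libraries, which carry Cre, and 3 libraries of *Srsf1* cKO cells. They belong to a separate study that the paper cites, and not to the RNA-seq of whole 5 dpp testes that the paper reports, which was not analysed here. No value from these libraries was therefore placed at a measurement in the paper's text, and the closing section sets some of them beside the paper's values for 5 dpp testes as values of other samples. The libraries were grouped by the genotype and replicate number in their labels, 1 to 3 in both groups. The labels do not say that libraries with the same number are paired.

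The authors deposited 1 table of FPKM (fragments per kilobase of gene length, scaled to the size of each library) for 54532 genes, with a column for each library and the gene length used. The aligner and counting tool behind this table are not named in the labels. The paper's methods for its own RNA-seq name HISAT2 and FeatureCounts, and the gene coordinates in the table are those of GRCm38. In each library, FPKM multiplied by gene length fell on whole multiples of a single step for 100% of the values above 0, so the number of fragments counted on each gene could be recovered. Between 15364511 and 17310353 fragments per library were counted in the control group (median 16962222), and between 14447887 and 15326722 in the cKO group (median 14751933). The denominator of the deposited FPKM was not the sum of these fragments. It was 0.971, 0.998 and 0.999 times the sum in control replicates 1, 2 and 3, and 1.03, 0.993 and 1.05 times the sum in cKO replicates 1, 2 and 3, so the deposited FPKM already carry a factor for each library that the labels do not describe. A gene with fewer than 3 fragments in a library was taken to be under the floor of that library. Intervals were not computed for single genes, since replicates were available.

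From the deposited FPKM, log2(FPKM + 1) was computed, and the 15451 genes with a mean of at least 1 FPKM over the 6 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Every log2 fold change of the test as designed is on the log2(FPKM + 1) scale, cKO against control, and understates the change of genes with low FPKM. Among the alternatives described below, those with a pseudocount of 0.1 and with limma-voom give log2 fold changes on other scales. The log2 fold changes quoted for 5 dpp testes are the paper's own, for which its methods name DESeq2, and are not on this scale either. Lists of genes were tested with limma's camera (inter-gene correlation 0.01, two-sided), with Benjamini-Hochberg adjustment over 4 lists: the genes that the paper's Supplementary file 2 gives as downregulated and as upregulated in 5 dpp testes, the alternatively spliced genes of Supplementary file 3 and the genes of Supplementary file 1 bound by SRSF1, of which 3996 could be read because the text of that file was shortened. The overlap of calls was tested with Fisher's exact test. X-linked genes were added as a set after their values had been seen. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1.

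The genes named in the text, the marker genes of germ cell stages and somatic cells, and the alternatives below were fixed before the data were examined. The genes named were 29 genes taken from the paper, not all of which its text names. Added to these were the 5 largest rises and 5 largest falls among protein-coding genes. Eligible genes had an adjusted p of at most 0.05 and all 3 cKO libraries on the same side of the 3 control libraries. The alternatives were a pseudocount of 0.1, no filter on FPKM or a mean of at least 5 FPKM, scaling by the median of ratios, quantile normalization, eBayes without the trend, the replicate number as a block, a minimum absolute log2 fold change of 1, fry in place of camera, and leaving out each library in turn. Added after the data were seen were limma-voom on the recovered fragments, and FPKM recomputed from the fragments counted, without the authors' factor. GC content was taken from the GENCODE M21 transcripts and had a value for 99.9% of the genes tested. The correction for GC content and gene length removed from each library the smooth trend of its deviations from the gene means and kept the mean of each library. It was changed to this form after the result of its first form had been seen. The first form set each library to its median, and it moved the median log2 fold change of all genes from -0.0082 to 0.40. The results of both forms are given in the closing section. The share of a gene's 100-base windows that occur in no other annotated gene was computed from the same transcripts.

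The computations were tested on simulated data, drawn for the same genes from the means and library sizes of the 6 libraries, with 200 genes changed 4-fold and a further set of 300 genes raised by a smaller factor to test camera. The limma test recovered 187 of the 200 changed genes and called 23 of the 14951 genes in neither group. All simulated genes had the same dispersion, so genes that vary widely among the control libraries are not represented. After a trend with GC content was put into the simulated cKO libraries, 2109 unchanged genes were called, and 23 after the correction. A further simulation, added when the form of the correction was changed, strongly lowered 1000 genes drawn without regard to GC content or length. The median log2 fold change of the unchanged genes was -0.026 before the correction, -0.028 after it and 0.53 after its first form. These values follow from the level that each form keeps, so they illustrate the shift and are no independent support for the present form. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.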

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

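The results in this part come from STRA8+ cells with and without *Srsf1*, libraries on which the paper does not report, and each is a difference from the control libraries. The tests of somatic marker genes and of *Srsf1* in each library, the set of X-linked genes, the count of histone genes and the present form of the correction for GC content and gene length were chosen only after their values had been seen, and the other tests of explanations after the results they address but before their own values. All adjusted p-values are from limma with Benjamini-Hochberg adjustment.

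*Srsf1*, the targeted gene, had 84.7, 45.2 and 51.9 FPKM in control replicates 1 to 3 and 5.08, 4.94 and 5.17 FPKM in cKO replicates 1 to 3. Its log2 fold change was -3.29 (standard error 0.22, limma Benjamini-Hochberg adjusted p = 5.6e-05), and 8.36% of the control mean was left. The lowest control library had 8.73 times the *Srsf1* FPKM of the highest cKO library, which goes against an exchange of control and cKO labels. From 413 to 456 fragments per cKO library were still counted on the gene. The gene table does not resolve exons, so whether they come from undeleted exons or from cells without recombination was not tested.

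Among 15451 genes, 1821 were higher and 3437 were lower in *Srsf1* cKO STRA8+ cells. In 50.4% of the genes tested, the libraries of the groups did not overlap, against 10% by chance for 3 libraries against 3. The first principal component, with 83.7% of the variance, separated the genotypes. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real split, gave as many genes higher, and 1 gave as many genes lower. The other 6 splits, which part only 1 pair, and the 3 remaining splits gave at most 2 calls in all. With 4 splits the share cannot fall under 0.25, and with all 10 splits, of which 1 gave as many, it cannot fall under 0.1, so chance cannot be excluded by this count alone. Every split other than the real one mixes the genotypes and keeps part of the difference between them, so a count of splits for a list of genes does not measure chance alone. After each library was thinned to the smallest depth, 1811 genes were higher and 3406 lower. Without the 10 most abundant genes, 1919 were higher and 3387 lower. Depth and a few abundant genes therefore account for neither count. After the correction for GC content and gene length, 2264 were higher and 4348 lower. The first form of the correction gave 8081 higher and 2096 lower, with a median log2 fold change of all genes of 0.40. By the limit of a 1.5-fold fall set for this test, the first form would have left GC content or length as an explanation for the lower genes, and the present form does not. The first form was set aside because it moved the median of all genes, but the change was made with both its counts in view. The counts thus depend on the level at which a correction leaves the libraries. Across genes, the log2 fold change had a Spearman rho of 0.00079 with GC content and of 0.099 with gene length. The median log2 fold change of 28 somatic marker genes was 0.14, under the limit of 0.5 set for this test, and 15 of them reached a mean of 1 FPKM. Their median was 1.18 FPKM in control and 1.52 FPKM in cKO libraries. By cell type, the median log2 fold change was 0.20 for Sertoli cells, 0.20 for Leydig cells, 0.36 for peritubular cells and -0.066 for macrophages and blood, and 1 marker, of Sertoli cells (*Rhox5*, named after its value was seen), was called higher. The direction goes against somatic RNA in the control libraries as an explanation for the lower genes, while a small contribution of somatic RNA to the higher genes is not excluded.

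The 5 largest falls were in *Tnp2* (log2 fold change -9.52, from -10.87 to -8.91 over its 15 alternatives), *Prm2* (-9.15), *Prm1* (-8.88), *Tnp1* (-8.29) and *Ldhc* (-7.55), with limma Benjamini-Hochberg adjusted p from 9.1e-07 to 3.6e-05 and all 3 cKO libraries below all 3 control libraries. All 5 have at least 90% of their 100-base windows in no other annotated gene, so reads shared between near-identical genes are not a source of these falls. Control replicate 2 was well above control replicates 1 and 3 in these genes apart from *Ldhc*, which had 385.1 ± 44.8 FPKM (SD, n = 3) in control. *Tnp2* had 707.9, 2648 and 775.1 FPKM in control replicates 1, 2 and 3, against 0.460, 0.863 and 0.356 FPKM in the cKO libraries. In the marker lists, all 10 pachytene spermatocyte genes and all 10 spermatid genes were called lower (median log2 fold changes -2.30 and -6.52), against 1 of 10 early meiotic prophase genes (*Spo11*) and 1 of 10 differentiating spermatogonia genes (*Dmrtb1*), both named after their values were seen (median log2 fold changes -0.047 and 0.14). A candidate explanation for the falls is that the control libraries held RNA from later germ cell stages that the cKO libraries lacked. If a varying amount of such RNA were behind most falls, genes higher in control replicate 2 than in control replicate 1 would be lower in the cKO libraries than in control replicate 3. Across genes, which are not independent replicates, these differences had a Pearson r of -0.27 and a Spearman rho of 0.0058, short of the r of -0.3 set beforehand. Of the 1828 genes higher in control replicate 2 by over 0.5 (log2), 52.4% were called lower in the cKO libraries, against 18.3% of the 12857 genes that differed by at most 0.5. The variation among controls thus accounts for part of the calls at most, and the test does not bear on later stages present at an equal level in all control libraries. The bulk values cannot separate a loss of later cells from lower expression within cells.

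The 5 largest rises were in *Hist1h4i* (log2 fold change 2.91), *Hist1h4h* (2.59), *Gm1140* (2.41), *Hist1h2bc* (2.22) and *Hist3h2ba* (2.11), with limma Benjamini-Hochberg adjusted p from 3.7e-06 to 0.046 and all 3 cKO libraries above all 3 control libraries. Only 1 of these 5 genes, *Hist3h2ba*, has at least 90% of its 100-base windows in no other annotated gene. The share was 84.9% for *Hist1h4i*, 74.6% for *Hist1h2bc*, 61.5% for *Hist1h4h* and 0% for the X-linked *Gm1140*, so which copy of a family rose is uncertain for these 4. *Gm1140* varied from 2.18 to 24.9 FPKM among the cKO libraries. Of 31 histone genes tested, 11 were called higher and 2 lower. Under quantile normalization, which put the median log2 fold change of all genes at 0.20, 14 were higher and 1 was lower, and with the other scalings 11 or 12 were higher and 1 or 2 lower. For the 4 genes other than *Hist3h2ba*, a transfer of reads between family members cannot be told apart from a rise.

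Of the other genes taken from the paper, *Dnd1* (log2 fold change 0.75, limma Benjamini-Hochberg adjusted p = 0.016), *Rbm15* (0.77, adjusted p = 7.6e-04) and *Srrm2* (0.46, adjusted p = 0.0070) were higher in the cKO libraries. *Ccdc136* (-2.005, adjusted p = 3.3e-05), *Id4* (-1.30, adjusted p = 2.4e-04), *Gtsf1* (-0.95, adjusted p = 0.0050), *Tdrd5* (-0.88, adjusted p = 3.1e-04) and *Hsf1* (-0.34, adjusted p = 0.023) were lower. For each of these 8 genes, all 3 cKO libraries lay on the same side of all 3 control libraries. With *Srsf1*, these are 9 of the 28 named genes tested, and adjustment over the 28 genes alone also gave 9. The shares of 100-base windows found in no other gene were 98.4% to 100% for the 8 genes. The cKO and control libraries of each of the 8 genes are set apart by the same split as the counts above, and no separate technical test was made for single genes. For these 8 genes too, the bulk values cannot separate a change within cells from a difference in germ cell stages between the groups.

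Among the lists taken from the paper, the 3439 tested genes bound by SRSF1 had a median log2 fold change of -0.15, against 0.03 for the other genes (camera, limma, Benjamini-Hochberg adjusted p = 1.5e-05), and 1282 of them were called lower and 320 higher. The list is partial. Only 3996 bound genes could be read, so the other genes can include bound genes that are missing from it. Of the 4 splits that part all same-numbered pairs, 1 gave as small a camera p, and of all 10 splits 1 did. The median lay at percentile 0 of 10000 random lists matched on mean expression. It was -0.27 after the correction for GC content and gene length (adjusted p = 5.5e-08), which put the median of all genes at -0.067, and 0.20 after its first form, which put that median at 0.40 (camera lower, adjusted p = 1.4e-06). Without the genes that differed between control replicates 1 and 2, the cKO libraries were 0.12 lower than control replicate 3 in the bound genes relative to the others (a difference of -0.12, against -0.16 over all genes). Mean expression, GC content or length, and the variation among controls therefore do not account for the fall, but the count of splits cannot exclude chance. The paper's CLIP-seq was from adult mouse testes, and a hypothesis is that the fall may come with genes active in later germ cells, which the test with r = -0.27 above addresses only in part.

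The tested genes that the paper lists as upregulated in 5 dpp testes had a median log2 fold change of 0.19 (limma camera, Benjamini-Hochberg adjusted p = 0.0014), and 66.2% of them were above 0. Of the 4 splits that part all same-numbered pairs, 2 gave as small a camera p, and of all 10 splits 4 did. As these splits keep part of the genotype difference and are few, the counts neither exclude chance nor show it, and the shift cannot be told apart from chance by them. The median lay at percentile 100 of 10000 matched random lists, was 0.069 after the correction for GC content and gene length (adjusted p = 0.021), and was 0.19 without X-linked members (adjusted p = 0.0041). After the first form of the correction the median was 0.54, against 0.40 for all genes, and the list was no longer past the threshold (adjusted p = 0.082). Relative to the median of all genes, the shift was 0.20 before the correction and 0.14 after either form, in line with GC content or length contributing to a part of this shift, and only the side of the threshold depends on the form. The 669 tested genes that the paper lists as downregulated in 5 dpp testes also had a positive median, 0.10 (limma camera, Benjamini-Hochberg adjusted p = 0.015), with 60.7% of them above 0. Here 1 of the 4 splits gave as small a p, and among all 10 splits 2 did, with the same limit. The median lay at percentile 100 of the matched random lists and was 0.030 after the correction for GC content and gene length (adjusted p = 0.021), and 0.496 after its first form (adjusted p = 0.010). Relative to the median of all genes, the shift of this list was 0.104 before the correction and 0.097 after either form. The change in its raw median thus mostly follows that of all genes. Of the 669 genes, 108, or 16.1%, are X-linked. Without them the median was 0.056 (adjusted p = 0.17), in line with a contribution of X-linked genes to this shift.

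The 634 tested X-linked genes had a median log2 fold change of 0.20, against -0.019 for autosomal genes (limma camera, unadjusted p = 5.3e-07), and 24.4% of them were called higher, against 11.2% of autosomal genes. The split into control and cKO libraries was 1 of the 4 splits that part all same-numbered pairs to give as small a p, but among all 10 splits 2 did. The median was 0.20 after the correction for GC content and gene length, 0.67 after its first form (unadjusted p = 7.8e-04), and 0.19 among the 467 X-linked genes with at least 90% of their 100-base windows in no other gene. Without the genes that differed between control replicates 1 and 2, the X-linked genes were 0.20 higher relative to the other genes in the cKO libraries than in control replicate 3. These tests set aside GC content or length, multicopy genes and the variation among controls. They do not bear on later germ cell stages present at an equal level in all control libraries. All 10 pachytene spermatocyte and all 10 spermatid marker genes were lower in the cKO libraries, so a difference in stages remains open for this shift. The counts of splits, which keep part of the genotype difference, neither exclude chance for this shift nor show it. The 18 Y-linked genes tested, also looked at after the data were seen, had a median log2 fold change of 0.41, and 7 of them were called higher.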

How the results depend on the processing

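Of the alternatives, limma-voom on recovered fragments and FPKM recomputed from the fragments counted were chosen only after seeing the data. The alternatives for X-linked genes were also applied after that set had been chosen. Adjusted p-values are from limma with Benjamini-Hochberg adjustment.

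*Srsf1* stayed lower and past the threshold under its 15 alternatives, with log2 fold changes from -3.50 to -3.03 and adjusted p from 2.6e-05 to 7.1e-04. *Tial1* was under the threshold in all of its 15 alternatives (adjusted p from 0.215 to 0.809), with log2 fold changes from -0.17 to -0.060 across the 6 fits that each left out a replicate, and its sign changed to 0.029 under quantile normalization.

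The number of genes higher in the cKO libraries moved most. It was 1821 in the test as designed, 4856 under quantile normalization, 177 with a minimum absolute log2 fold change of 1, and from 969 to 1767 across the 6 fits that each left out a replicate. The number of genes lower was 3437, against 1950 among genes with a mean of at least 5 FPKM, 1939 with the minimum fold change, and from 2693 to 3510 with a replicate left out. Quantile normalization raised the median log2 fold change of all genes from -0.0082 to 0.20, and with it the share of higher genes among the calls from 34.6% to 64.6%. That method gives every library the same distribution, and the cKO libraries had fewer genes of at least 1 FPKM (14124 to 14238) than the control libraries (15385 to 16050). No filter on FPKM gave 1574 genes higher and 4361 lower, limma-voom gave 2482 and 3334, and recomputed FPKM gave 2287 and 3255. Scaling by the median of ratios left the counts at 1821 and 3437.

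With the replicate number as a block (replicate block), 891 genes were higher and 2870 lower, and 856 and 2841 of them were also called without the block. The deviations of libraries with the same number from their group means had correlations of -0.0014, -0.11 and 0.016 across genes (mean -0.032), so the numbers do not pair the libraries. With the replicate block, the overlap of calls with the paper's lists was 91 genes, and the camera p of the genes bound by SRSF1 was 3.8e-06, against 3.7e-06 without it.

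The number of genes called in both STRA8+ cells and the paper's 5 dpp lists with the same direction was 147, against 30 with the minimum fold change and from 91 to 145 across the fits that left out a replicate.

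Among the lists, the genes bound by SRSF1 had a median of -0.15, from -0.17 to -0.12 with a replicate left out. Under quantile normalization it was 0.012, above 0 but below the median of all genes under that setting, and camera still placed the list lower than the other genes (adjusted p = 1.5e-07, and up to 2.2e-04 over the 16 alternatives). The genes listed as downregulated in 5 dpp testes, with a median of 0.096, were no longer past the threshold among genes with a mean of at least 5 FPKM (0.089, adjusted p = 0.052), under quantile normalization (0.27, adjusted p = 0.073) and with fry (0.096, adjusted p = 0.35, against 0.0053 at the lowest over the 16 alternatives). The genes listed as upregulated lost the threshold with fry (0.19, adjusted p = 0.34, against 1.8e-04 at the lowest). The alternatively spliced genes, with a median of -0.064 and an adjusted p of 0.67, were past the threshold with fry (-0.064, adjusted p = 0.011, against up to 0.87 over the 16 alternatives), which does not compare a list with other genes, and had a median of 0.15 under quantile normalization (adjusted p = 0.80). X-linked genes stayed above 0 in 16 alternatives, from 0.037 to 0.43.

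Of 535 values for the other 36 named genes, 475 kept their direction and side of the threshold, 16 were weaker, 13 were stronger and 31 changed sign. The sign changes were in genes under the threshold. Under quantile normalization, the log2 fold change was 0.051 for *Srsf10*, 0.10 for *Sf3b6* and 0.13 for *Cadm1*. With limma-voom it was 0.032 for *Sf3b6*, 0.011 for *Sycp3* and 0.045 for *Cadm1*, and with recomputed FPKM it was 0.0011 for *Srsf10*, 0.035 for *Sf3b6*, 0.014 for *Sycp3* and 0.045 for *Cadm1*. With a replicate left out, it ran from -0.026 to 0.24 for *Nanos3*, from -0.23 to 0.0013 for *Taf4b*, from -0.016 to 0.11 for *Bcas2*, from -0.12 to 0.0046 for *Srsf10*, from -0.072 to 0.026 for *Sf3b6*, from -0.13 to 0.13 for *Sf3a2*, from -0.19 to 0.055 for *Sycp3*, from -0.0023 to 0.39 for *M1ap* and from -0.10 to 0.078 for *Cadm1*. The stronger values were all rises. *Setdb1* and *Sart1* passed the threshold under quantile normalization (log2 fold changes 0.37 and 0.31), limma-voom (0.32 and 0.26) and recomputed FPKM (0.32 and 0.25), with adjusted p from 0.031 to 0.22 for *Setdb1* and from 0.015 to 0.19 for *Sart1* over their alternatives. *Gfra1* did so under quantile normalization (0.60) and limma-voom (0.67), *Pou5f1* under quantile normalization (0.87) and without control replicate 2 (0.84), and *Zbtb16* under quantile normalization (0.68), limma-voom (0.60) and without control replicate 2 (0.68). *Hsf1* was weaker in 6 of 15 alternatives, *Gm1140* in 8 of 15 and *Dnd1* in 2 of 15. Quantile normalization, limma-voom and recomputed FPKM put the median log2 fold change of all genes at 0.20, 0.037 and 0.032, against -0.0082 as designed. They gave 5, 4 and 2 of the 13 stronger values. The fit without control replicate 2, with a median of -0.023, gave 2. A shift of all genes thus goes with most of the stronger values, and the cause of the other changes was not tested. *Fgfr2*, for which 42 to 90 fragments per library were counted, was under the filter of 1 FPKM and was not tested.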

Other observations

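The tests of genes called in the opposite direction, the correlation across the listed genes and the comparison of libraries with the same name were chosen only after the genes called in STRA8+ cells had been seen. The values are for STRA8+ cells, and values of the paper are for whole 5 dpp testes of other mice.

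*Tial1* had 18.6 ± 1.38 FPKM (SD, n = 3) in control and 17.2 ± 1.32 FPKM (SD, n = 3) in *Srsf1* cKO STRA8+ cells, a log2 fold change of -0.11 (standard error 0.089, limma Benjamini-Hochberg adjusted p = 0.38). The values are of the whole gene and do not show its isoforms. For the 7 spermatogonia-associated genes of the paper's Figure 7F, the paper's Supplementary file 2 gives log2 fold changes in 5 dpp testes of -0.98 for *Gfra1*, -2.02 for *Pou5f1*, -2.41 for *Zbtb16* (*Plzf*), -1.92 for *Nanos3*, -1.95 for *Dnd1*, -3.83 for *Stra8* and -1.14 for *Taf4b*. By RT-qPCR in 5 dpp testes, the paper found *Nanos3* unchanged and the other 6 lower. In STRA8+ cells the log2 fold changes were 0.33 for *Gfra1*, 0.57 for *Pou5f1*, 0.50 for *Zbtb16*, 0.063 for *Nanos3*, 0.75 for *Dnd1*, 0.15 for *Stra8* and -0.11 for *Taf4b*, and only that of *Dnd1* passed the threshold (limma Benjamini-Hochberg adjusted p = 0.016, and from 0.082 to 0.80 for the other 6). *Gfra1* and *Pou5f1* passed it, higher, in 2 of 14 alternatives each and *Zbtb16* in 3 of 15. Control means were low for *Gfra1* (0.88 FPKM), *Pou5f1* (1.56 FPKM) and *Nanos3* (3.39 FPKM), where this scale understates changes. Among 10 marker genes of undifferentiated spermatogonia, 7 were tested, with 1 called higher and 1 lower. For genes at such low levels, the values neither repeat nor contradict the falls in 5 dpp testes. Of the other named genes, the paper's Supplementary file 2 also gives log2 fold changes in 5 dpp testes of -0.86 for *Srsf1*, -0.97 for *Ccdc136*, -1.64 for *Tdrd5*, -2.10 for *Gtsf1*, -2.55 for *Sycp3*, -2.55 for *M1ap* and -0.47 for *Cadm1*. In STRA8+ cells *Srsf1* (-3.29), *Ccdc136* (-2.005), *Tdrd5* (-0.88) and *Gtsf1* (-0.95) were called lower, and *Sycp3*, *M1ap* and *Cadm1* were not past the threshold. *Stra8*, which marks the cells, had 244.4 ± 20.3 FPKM (SD, n = 3) in control and 272.2 ± 36.4 FPKM (SD, n = 3) in cKO libraries.

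Of the other genes that the paper names as bound by SRSF1 or as interacting with it at the protein level, *Setdb1*, *Bcas2*, *Ddx5*, *Srsf10*, *Uhrf1*, *Bud31*, *Sart1*, *Sf3b6* and *Sf3a2* had log2 fold changes from -0.046 to 0.27, none past the threshold in the test as designed. *Setdb1* and *Sart1* were past it, higher, in 3 of their 15 alternatives each. Among the genes taken from the paper that its text does not name, *Sycp3* (-0.034), *M1ap* (0.21) and *Cadm1* (-0.0009) did not pass the threshold. *Fgfr2* was under the filter, with 0.315 ± 0.066 FPKM (SD, n = 3) in control and 0.470 ± 0.082 FPKM (SD, n = 3) in cKO libraries.

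Of the genes the paper lists as downregulated in 5 dpp testes, 115 of 669 (17.2%) were called lower in STRA8+ cells, against 22.2% of all genes tested (Fisher's exact test, two-sided, odds ratio 0.716, p = 0.0012, adjusted p = 0.0012 by Benjamini-Hochberg over 4 Fisher tests), and 116 (17.3%) were called higher, against 11.8% of all genes (Fisher's exact test, odds ratio 1.61, p = 1.6e-05, adjusted p = 6.5e-05). Of those listed as upregulated, 32 (23.5% of those tested) were called higher (Fisher's exact test, odds ratio 2.33, p = 1.3e-04, adjusted p = 2.6e-04), and 14 (10.3%) were called lower (odds ratio 0.399, p = 3.9e-04, adjusted p = 5.2e-04). Genes are not independent replicates, so these p-values describe the overlap of lists. Together 147 genes were called in both with the same direction. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as many, and of all 10 splits 1 did. Across the 805 listed genes that were tested, the paper's log2 fold change in 5 dpp testes and that in STRA8+ cells had a Pearson r of 0.015 and a Spearman rho of 0.023, and 43.9% had the same sign. The 113 tested genes that the paper lists as alternatively spliced had a median log2 fold change of -0.064 (limma camera, Benjamini-Hochberg adjusted p = 0.67), and 4 of the 4 splits, and 9 of all 10, gave as small a camera p. After the correction for GC content and gene length, which was changed after its first result had been seen, the median was -0.22 (limma camera, adjusted p = 0.012), and after its first form 0.25, against 0.40 for all genes (adjusted p = 0.64).

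The libraries of STRA8+ cells carry the same sample names as the columns of the paper's 5 dpp table. Whether both tables hold the same libraries was tested with the Spearman correlation, over the 973 genes of the paper's table, of the FPKM with the paper's normalized counts divided by gene length. Between columns of the same name it was from 0.221 to 0.569, against 0.948 to 0.975 between replicates of STRA8+ cells over all genes tested, so the tables hold different libraries.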
